# Type 1 Innate Lymphoid Cells Limit the Antitumoral Immune Response

**DOI:** 10.3389/fimmu.2021.768989

**Published:** 2021-11-16

**Authors:** Margaux Vienne, Marion Etiennot, Bertrand Escalière, Justine Galluso, Lionel Spinelli, Sophie Guia, Aurore Fenis, Eric Vivier, Yann M. Kerdiles

**Keywords:** innate, innate lymphoid cells (ILCs), antitumoral immunity, NK cells, ILC1

## Abstract

Natural killer (NK) cells are known to be able to kill established tumor cell lines, but important caveats remain regarding their roles in the detection and elimination of developing primary tumors. Using a genetic model of selective ILC1 and NK cell deficiency, we showed that these cells were dispensable for tumor immunosurveillance and immunoediting in the MCA-induced carcinogenesis model. However, we were able to generate primary cell lines derived from MCA-induced tumors with graded sensitivity to NK1.1^+^ cells (including NK cells and ILC1). This differential sensitivity was associated neither with a modulation of intratumoral NK cell frequency, nor the capacity of tumor cells to activate NK cells. Instead, ILC1 infiltration into the tumor was found to be a critical determinant of NK1.1^+^ cell-dependent tumor growth. Finally, bulk tumor RNAseq analysis identified a gene expression signature associated with tumor sensitivity to NK1.1^+^ cells. ILC1 therefore appear to play an active role in inhibiting the antitumoral immune response, prompting to evaluate the differential tumor infiltration of ILC1 and NK cells in patients to optimize the harnessing of immunity in cancer therapies.

## Introduction

Immune deficiencies in humans and mice are often associated with higher rates of spontaneous neoplastic diseases, highlighting the role of immune cells in continual protection of the body against tumor development (1, 2). T lymphocytes have been shown to play a crucial role in this protection (3), but important caveats remain concerning innate immune system involvement. Nevertheless, despite an absence of formal proof, there are several lines of evidence suggesting an important role for NKp46^+^ innate lymphoid cells (ILCs), including NK cells and ILC1.

ILCs are the most recently discovered group of immune cells. ILCs do not express rearranged antigen-specific receptors, but can react promptly to a wide range of microbial and inflammatory signals (4). They include two closely related subsets: ILC1 and NK cells. The cells of both these subsets are characterized by the expression of the lineage-defining transcription factor T-bet and the production of interferon (IFN)-γ upon activation. However, NK cells are cytotoxic circulating cells, the maintenance of which depends on the Eomes transcription factor, whereas ILC1 are tissue-resident cells that do not express Eomes and have low levels of cytotoxicity. The precise characterization of the phenotype of human ILC1 remains in progress, and may depend on the tissue analyzed. In mice, both NK cells and ILC1 have been shown to express the lineage-defining markers NK1.1 and NKp46, and classical NK cell markers, such as NKG2D, CD94/NKG2A and CD122 (5). These phenotypic similarities made it difficult to distinguish these two types of cells until recently, and raise important questions about their functions. Indeed, studies on NK cells use experimental strategies that also target ILC1, such as *in vivo* depletion using anti-NK1.1 or anti-asialoGM1 antibodies. Retrospectively, this raises questions about the relative contributions of these two cell types to biological functions previously attributed to NK cells.

NK cells were initially discovered on the basis of their ability to detect and kill diverse tumor cell lines of various origins both *in vitro* and *in vivo*. This property has been studied in detail, and seminal *in vivo* studies have also shown that the anti-tumor function of NK cells leads to T-cell priming and protection against subsequent tumor challenges (6–9). Nevertheless, the role of NK cells in cancer immunosurveillance — the continual detection and elimination of neotransformed cells — remains ill defined. In humans, there is still little evidence to support a role for NK cells in the antitumoral responses directed against primary solid tumors. Nonetheless, NK cell infiltration in tumor tissues has been associated with a better disease prognosis in several cancer types such as clear cell renal cell carcinomas and colorectal cancers (10). By contrast, low levels of circulating NK cells, weak cytotoxic activity and the impaired expression of NK cell activation receptors have been correlated with tumor progression or relapse or the development of metastasis (10). However, no increase in cancer incidence has been reported for the few cases of NK cell deficiencies identified to date (11). In mice, treatments with anti-NK1.1 or anti-asialoGM1 antibodies leading to NK cell depletion, are associated with an increase in sarcoma formation upon injection of the carcinogen 3-methylcholantrene (MCA) *in vivo* (12, 13). In addition, mice lacking activation receptors or cytotoxic molecules expressed by NK cells, such as TRAIL, NKG2D or perforin, also display higher rates of spontaneous tumor formation and sensitivity to carcinogen-induced tumor formation (14–16).

As a corollary of cancer immunosurveillance, cancer progression has been shown to be largely dependent on immunoediting, a process whereby the selective pressure induced by the immune system leads to the selective outgrowth of tumor cell clones capable of escaping immune-mediated control (3). Indeed, primary cell lines derived from tumors grown in an immunosufficient environment are poorly immunogenic and display progressive growth when transferred into wild-type (WT) syngeneic mice. Conversely, cell lines derived from tumors developing in immunodeficient mice (unedited) are often highly immunogenic and rejected after transfer into syngeneic WT mice (3). Consistent with this process, Myc-driven lymphomas from NKG2D–deficient mice or MCA-induced tumors from NKp46-deficient mice display stronger expression of NKG2D and NKp46 ligands, respectively, than tumors isolated from WT mice (15, 17).

We used a specific model of NKp46^+^ cell deficiency to investigate the role of NK cells and ILC1 in the immunosurveillance of solid tumors. Surprisingly, NKp46-expressing cells were found not to play a crucial role in tumor immunosurveillance and immunoediting. However, using a library of MCA-induced tumors with graded sensitivity to NK1.1^+^ cells, we found that the infiltration of ILC1 into the tumor was associated with a limited NK1.1^+^ cell-mediated antitumoral response, even fostering tumor growth. In addition, RNA sequencing experiments on this library of MCA-induced tumor cells defined a core transcriptomic signature associated with tumor sensitivity to NK1.1^+^ cells *in vivo*.

## Results

### NKp46^+^ ILCs Are Dispensable for Tumor Immunosurveillance in the MCA-Induced Carcinogenesis Model

The *Ncr1^iCre^* mouse model targets all three populations of NKp46^+^ ILCs: NK cells, ILC1 and NCR^+^ ILC3 (18). However, unlike NK cells and ILC1, which are found in the blood and diverse peripheral tissues, the NCR^+^ ILC3 cell population is found predominantly in mucosal tissues. We studied the role of these cells in tumor immunosurveillance, by monitoring the incidence of tumor formation upon MCA injection in immunologically intact mice and NKp46^+^ ILC-deficient mice (*Ncr1^Cre/+^R26^+/+^* and *Ncr1^Cre^R26^DTA/+^*, respectively) (**Figure S1A**). Cohorts of *Ncr1^Cre/+^R26^+/+^* and *Ncr1^Cre/+^R26^DTA/+^* mice received a single subcutaneous injection of 5, 25 or 100 µg of the carcinogen MCA, and tumor onset, growth and incidence were monitored over a period of 200 days **(** **Figure 1A** **)**. As expected, we observed a dose-dependent tumor incidence in both mouse strains. However, no differences were found between the two mouse genotypes for the two highest treatment doses. Tumor incidence was consistently higher in NKp46^+^ ILC-deficient mice treated with the lowest dose of MCA, although this difference was not statistically significant. These results contrast with those of previous studies reporting significantly higher rates of MCA-induced tumor formation upon treatment with anti-NK1.1 or anti-asialoGM1 depleting antibodies (12). However, given that both these types of antibodies can target cell populations other than NK cells, our results also challenge the view that only NK cells are involved in tumor immunosurveillance.

**Figure 1:**
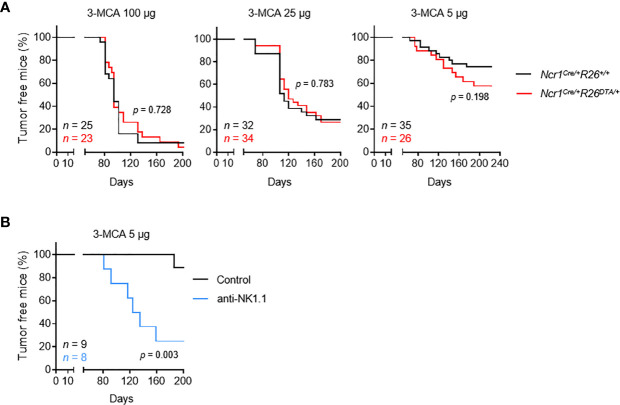
NKp46^+^ ILCs are dispensable for the immunosurveillance of MCA-induced tumors. Mice of the indicated genotype **(A)** or intravenously injected with PK136 antibody to deplete NK1.1^+^ cells **(B)** received a single subcutaneous injection of MCA at the indicated doses. Sarcoma formation was weekly monitored for 200 days. Tumor-bearing mice were defined as mice harboring masses increasing in size for at least two consecutive measurements. The *p*-values for LogRank tests are indicated.

As a means of testing this hypothesis and excluding a possible bias in our experiments, we treated C57BL/6 mice with anti-NK1.1 depleting antibody targeting NKp46^+^ cells and NKT cells, which have been implicated in tumor immunosurveillance **(** **Figure S1B** **)**. This treatment significantly increased tumor formation after MCA injection **(** **Figure 1B** **)**. Overall, these results show that, in immunocompetent settings, NK cells and/or ILC1 are dispensable for tumor immunosurveillance, possibly due to functional redundancy with NKp46^-^ NK1.1^+^ cells, such as NKT cells.

### MCA-Induced Primary Fibrosarcoma Cell Lines Exhibit Various Degrees of Susceptibility to NK1.1^+^ Cells

In addition to limiting tumor formation, the selective pressure imposed by the immune system leads to the selective outgrowth of tumors with edited immunogenicity. Although the absence of NKp46^+^ cells does not alter the kinetics or incidence of tumor formation, we tested whether tumors which are growing in *Ncr1^Cre/+^R26^DTA/+^* mice were selectively susceptible to NK cells and ILC1 in WT mice.

We addressed this question by deriving primary tumor cell lines from individual MCA-induced tumors, and carrying out a large-scale *in vivo* screen to determine their sensitivity to NK cells and/or ILC1. We orthotopically transplanted MCA-induced primary tumors into immunocompetent mice, with or without anti-NK1.1 antibody treatment to deplete both NKT and NKp46^+^ cells and prevent compensatory mechanisms. By comparing the patterns of tumor growth between conditions, we identified several possible consequences of NK1.1^+^ cell depletion, ranging from no effect to increases in the incidence, growth rate of tumors, or earlier tumor onset **(** **Figure 2A** **)**. Interestingly, in all the cell lines tested, the continuous and linear relationship between χ^2^ and the *p*-values obtained in LogRank tests indicated a broad and graded reactivity to NK1.1^+^ cells **(** **Figure 2B** **)**. We used a cutoff of *p* = 0.05 for the stratification of tumor lines sensitive and non-sensitive to NK1.1^+^ cells. We tested 25 randomly selected cell lines, and found that 15 were associated with significantly lower rates of survival upon NK1.1^+^ cell depletion and were classified as NK1.1^+^ cell-sensitive **(** **Figures 2B**, **S2** **)**. Furthermore, discrimination on the basis of the original genotype revealed no difference in the overall incidence of NK1.1^+^ cell-sensitive tumors originating from WT mice and NKp46^+^ cell-deficient mice **(** **Figure 2C** **)**.

**Figure 2:**
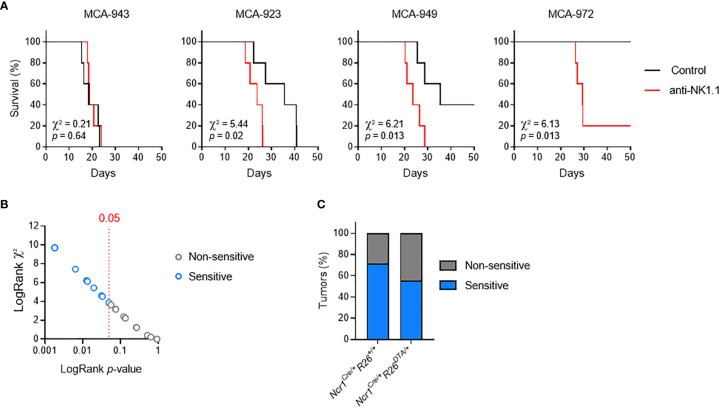
MCA-induced primary tumor cell lines with different susceptibilities to NK1.1^+^ cells. Groups of 5 C57BL/6 mice were transplanted subcutaneously with MCA-induced primary tumor cell lines, with and without treatment with a depleting anti-NK1.1 antibody. **(A)** Representative Kaplan-Meier curves. Mice were killed when the tumors reached a volume of 1,000 mm^3^. The results of LogRank tests are shown. **(B)** *p*-values and χ² of the LogRank tests associated with the survival curves of each of the primary tumor cell lines tested. One dot corresponds to one cell line. **(C)** Sensitivity status of the MCA-induced primary tumor cell lines as a function of the genotype of the mice receiving the MCA injection and developing the primary tumor.

These results indicate that the immunogenicity of MCA-induced tumor cell lines is independent of NKp46^+^ NK1.1^+^ cells during primary tumor development. Thus, consistent with a dispensable role in tumor immunosurveillance in immunocompetent settings, NKp46^+^ cells alone do not impose sufficient selective pressure to contribute to tumor immunoediting. Nevertheless, this finding provided us with crucial biological tools to investigate the molecular mechanisms regulating the sensitivity of primary tumors to NK1.1^+^ cells *in vivo*.

### Tumor Cell Sensitivity Is Not Dependent on the Intratumoral Frequency of NKp46^+^ Cells

Our previous results suggested that NKp46^+^ and NKT cells play redundant roles in primary tumor development. Nonetheless, a phenotypic analysis of transplanted primary tumors indicated that NKp46^+^ cells were the major infiltrating lymphocyte population, together with CD4^+^ and CD8^+^ T cells; NKT cells were also present at low levels, and B cells were barely detectable **(** **Figure 3A** **)**.

**Figure 3:**
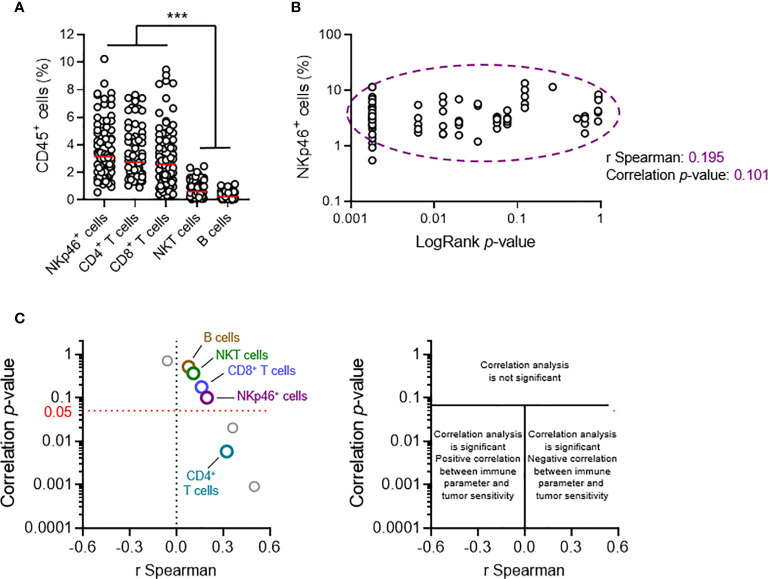
Tumor cell sensitivity is not dependent on the intratumoral frequency of NKp46^+^ cells. Groups of 5 C57BL/6 mice were transplanted subcutaneously with 25 MCA-induced primary tumor cell lines. Tumors reaching a volume of 1,000 mm^3^ were resected and tumor-infiltrating lymphocytes (TILs) were analyzed by flow cytometry. **(A, B)** Each dot represents one individual tumor from one mouse. **(A)** Frequencies of the diverse TIL populations among total CD45^+^ tumor-infiltrating cells (*n* ≥ 68 per group, ANOVA test; ***p < 0.005). Red horizontal bar represents the median. **(B)** Spearman’s correlation analysis between the frequency of tumor-infiltrating NKp46^+^ cells and the *p*-values of the LogRank tests (from **Figure 2B**) associated with each of the tumor cell lines tested (*n* = 72). **(C)** Correlation analyses, as in **(B)**, were performed for each of the parameters of tumor immune infiltration quantified. The results of Spearman’s correlation analysis are compiled in the volcano plot (correlation *p*-values and Spearman’s correlation coefficients).

We characterized the immunological basis of this differential sensitivity, by systematically performing a broad qualitative and quantitative flow cytometry analysis of tumor infiltrating lymphocytes (TILs), and Spearman correlation analyses. We made use of the LogRank test results for survival experiments performed for each cell line. The *p*-value indicates the robustness of this difference, and the χ^2^ value indicates the effect size. The χ^2^ and *p*-values were directly proportional **(** **Figure 2B** **)**. We therefore considered using the *p*-value (*LogRank p*) as a metric describing both the extent and robustness of sensitivity to NK1.1^+^ cells for each tumor. We thus calculated Spearman’s correlation coefficients and their associated *p*-values, for the correlations between *LogRank p* and each of the phenotypic parameters measured in our screening **(** **Figures 3B, C** **)**.

At population level, the frequency of NKT cells among CD45^+^ TILs was not correlated with tumor sensitivity, arguing against a role for NKT cells in the NK1.1^+^ cell-dependent antitumoral immune response against transplanted primary tumors. We also found no correlation with the frequencies of intratumoral B cells and CD8^+^ T cells. However, there was a significant, but weak correlation with the frequency of CD4^+^ T cells. Strikingly, these data revealed that the intratumoral frequency of NKp46^+^ cells was not directly correlated with the sensitivity of the tumor to NK1.1^+^ cells **(** **Figures 3B, C** **)**.

### Tumor Cell Sensitivity Is Not Dependent on the Potential to Trigger NK Cell Activation

In this context, we first tested whether the differential sensitivity of primary tumor cell lines to NK1.1^+^ cells *in vivo* could stem from a differential propensity to trigger NK cell activation. We selected five representative primary tumor cell lines differing in their *in vivo* sensitivity and assessed their potential to activate NK cells **(** **Figure 4A** **)**. *In vitro* coculture with NK cells revealed the induction of very little, if any IFN-γ secretion by NK cells, but degranulation was triggered in all the cell lines tested **(** **Figure 4B** **)**. Consistent with this result, each cell line was killed by NK cells in ^51^Cr cytotoxicity assays **(** **Figures 4C, D** **)**. Nonetheless, we found no direct correlation between the extent of NK cell activation and the respective *LogRank p*-values of each cell line in either set of experiments.

**Figure 4:**
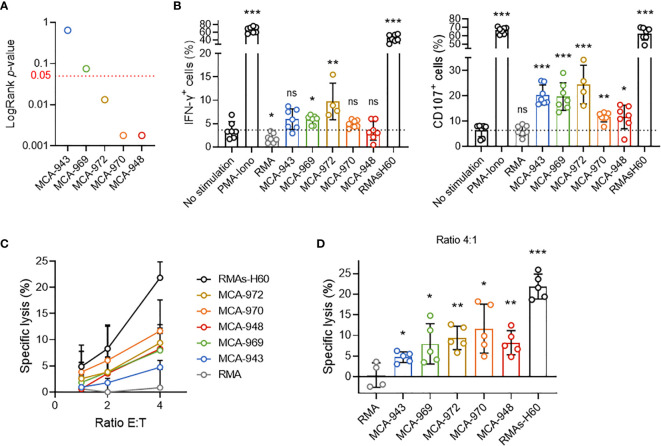
Tumor cell sensitivity is not dependent on the potential to trigger NK cell activation. **(A)** LogRank test *p*-values for MCA-tumors 948, 970, 972, 969 and 943. **(B)** IFN-γ production and CD107a expression by NK cells after 4 hours of coculture with the indicated target cells. Pooled results of at least 2 experiments per tumor cell line with each dot representing one biological replicate. **(C)** Cytotoxicity assays assessing ^51^Cr release after 4 hours of coculture of NK cells and the indicated target cells at the indicated ratios. Pooled results of at least 2 experiments per tumor cell line with at least 2 biological replicates per experiment. **(D)** Details of the cytotoxicity assays of (panel **C**) assessing ^51^Cr release after 4 hours of coculture of NK cells and the indicated target cells at 4:1 ratio. Pooled results of at least 2 experiments per tumor cell line with each dot representing one biological replicate.(mean ± SD; Student’s *t* tests (comparison with no stimulation **(B)** or RMA **(C)** conditions); *p < 0.05; **p < 0.01; ***p < 0.005; ns, not significant).

Thus, although these results showed that MCA-induced primary tumor cell lines could activate NK cells, they also ruled out the magnitude of this interaction as a critical factor determining overall NK1.1^+^ cell sensitivity *in vivo*.

### Intratumoral ILC1 Play a Negative Role in the NK1.1^+^ Cell-Mediated Antitumoral Immune Response

As previously reported (19), a close examination of NKp46^+^ TILs revealed that they consisted of a heterogeneous population of both NK cells (CD49b^+^CD49a^–^) and ILC1 (CD49a^+^CD49b^–^), together with cells expressing phenotypic markers of both populations (CD49a^+^CD49b^+^) **(** **Figures 5A, B** **)**. We therefore analyzed whether the relative proportions of these populations were linked to the magnitude of the NK1.1^+^-dependent antitumoral immune response.

**Figure 5:**
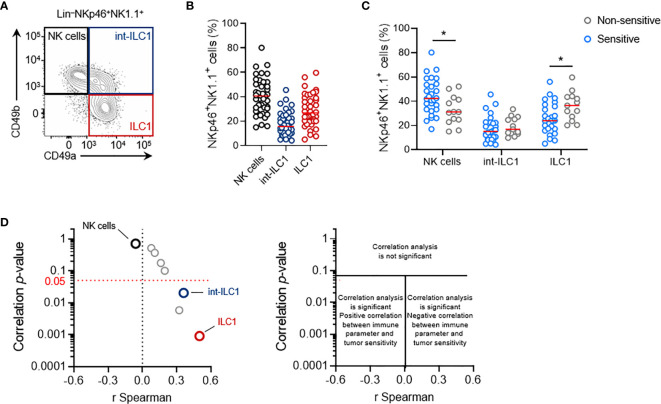
Intratumoral ILC1 play a negative role in the NK1.1^+^ cell-mediated antitumoral immune response. **(A)** Representative phenotypes and **(B)** frequencies of each subpopulation of NKp46^+^ NK1.1^+^ tumor-infiltrating cells: NK cells (CD49a^-^CD49b^+^, black), ILC1 (CD49a^+^CD49b^-^, red) and int-ILC1 (CD49a^+^CD49b^+^, dark blue). **(C)** Frequencies of tumor-infiltrating NKp46^+^ cell subpopulations stratified according to tumor sensitivity to NK1.1^+^ cells. **(B, C)** Each dot represents one individual tumor from one mouse (*n* = 40 mice per group **(B)** and *n* ≥ 13 mice per group **(C)**. Red horizontal bar represents the median (Student’s *t* tests; *p < 0.05). **(D)** Volcano plot of the correlation analysis, as in **Figure 3C**.

Stratification of these data on the basis of the sensitivity status of each tumor cell line (cutoff set at *LogRank p* = 0.05) revealed that non-sensitive NKp46^+^ NK1.1^+^ tumor-infiltrating cells had a significantly lower frequency of NK cells, counter balanced by a larger population of ILC1 **(** **Figure 5C** **)**. This result suggests that the balance between NK cells and ILC1 in the tumor may regulate tumor growth. Interestingly, Spearman’s correlation analysis indicated that the intratumoral frequency of NK cells was not directly correlated with the degree of sensitivity to NK1.1^+^ cells of the tumors **(** **Figure 5D** **)**. However, a significant correlation was found with the level of int-ILC1 and ILC1 cell infiltration into the tumor: the highest levels of tumor infiltration were associated with the highest LogRank *p*-values, and, thus, with the lowest tumor sensitivity to NK1.1^+^ cells. Intratumoral ILC1 frequency was the parameter for which the strongest and most robust correlation was observed in our screen **(** **Figure 5D** **)**. Hence, the degree of ILC1 infiltration into the tumor appears to be a critical parameter controlling overall tumor sensitivity to NK1.1^+^ cells *in vivo*. 

Consistent with these results we also observed that the NKp46^+^ NK1.1^+^ cell infiltrates in the NK cell-sensitive B16F10 tumors consisted exclusively of NK cells **(** **Figure S3A** **)**. By contrast, the NKp46^+^ cells found in MC38 tumors included significant populations of int-ILC1 and ILC1, and the depletion of NKp46^+^ cells in *NKp46^Cre/+^R26^DTA/+^* mice was without consequence, and that of NK1.1^+^ cells in C57BL/6 mice even limited tumor growth **(** **Figures S3B, C** **)**.

These results showed that lower levels of NK cell infiltration into the tumor were not associated with a lower sensitivity of transplantable primary tumors to NK1.1^+^ cells *in vivo*. Instead, the association between the frequency of intratumoral ILC1 and tumor sensitivity to NK1.1^+^ cells suggests that intratumoral ILC1 may limit the NK1.1^+^ cell-dependent antitumoral response, or even foster tumor growth.

### Transcriptomic Profiling of Tumors With And Without Sensitivity to NK1.1^+^ Cells

Finally, we reasoned that comparing the transcriptional profiles of sensitive and non-sensitive tumors would enable us to decipher the molecular mechanisms involved in the recognition of tumor cells by NK1.1^+^ cells or tumor cell escape from these cells. 

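RNA was sequenced from 30 tumors grown in mice from 5 MCA-induced primary tumor cell lines. MCA-943 gave 4 tumors and MCA-969 gave 8; these are the 2 lines that the paper classes as non-sensitive to NK1.1+ cells. The 3 sensitive lines were MCA-948 with 8 tumors, MCA-970 with 6 and MCA-972 with 4. The sample labels give the opposite sensitivity for 2 of the MCA-969 tumors, W-1D and W-2D, and all 8 were treated as non-sensitive, as in the paper. Hematopoietic cells had been removed from the tumor cell suspensions with CD45 beads before RNA extraction. The authors aligned the reads with STAR to GRCm38 and counted them on genes with featureCounts, and the names of their counted alignments state that duplicates had been removed by molecular identifiers. The deposited values are these counts, without normalization, for 48440 genes. Between 27745104 and 46537062 counts were assigned to genes per tumor, with a median of 34452585 in non-sensitive tumors and 37116565 in sensitive tumors. Counts were normalized for library size by edgeR's TMM method and are given as CPM, counts per 1000000 counts, with the SD over the tumors of a line. A count of 3 was taken as the limit that a count of 0 allows, which is 0.0792 CPM on average over the tumors of MCA-972 and 0.0908 CPM over those of MCA-970. Limits of this kind cover counting error only.

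Each tumor was a replicate of its line, whereas sensitivity was a property of the line. The library numbers fell into 3 runs that followed the lines. The first run held 6 MCA-969 and 4 MCA-972 tumors, the second held 2 MCA-948, 2 MCA-969 and 6 MCA-970 tumors, and the third held 4 MCA-943 and 6 MCA-948 tumors. MCA-943 shared no run with MCA-970 or MCA-972, so that in these comparisons a run effect is estimated only through MCA-948 and MCA-969, which were each in 2 runs. Genes were tested between lines with edgeR's quasi-likelihood test on all 30 tumors in one fit, over 16862 genes past edgeR's filter on low counts. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1.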

We performed RNAseq analyses on 30 tumors originating from the five previously selected MCA-induced tumor cell lines with different sensitivities to NK1.1^+^ cells **(** **Figure 4A** **)**.

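Pearson correlations between the tumors were computed on variance-stabilized counts of the 16862 genes past the filter. The median correlation was 0.990 over the 83 pairs of tumors from one line and 0.941 over the 352 pairs from different lines. The lowest value within a line was 0.968, between MCA-969 tumors, and the highest value between lines was 0.967. This gap of 0.00104 rose to 0.103 when the correlations were computed on the 500 most variable genes, the alternative that moved it most, and to 0.0143 without MCA-969 W-2D. Mean correlations within a line ranged from 0.986 in MCA-969 to 0.994 in MCA-943. The closest lines were MCA-970 and MCA-972, both sensitive, with a mean correlation of 0.961, and the most distant were MCA-943 and MCA-948, at 0.924. The mean between both non-sensitive lines was 0.932. MCA-969 was closer to each sensitive line than to MCA-943, at 0.952 with MCA-948, 0.954 with MCA-970 and 0.947 with MCA-972. MCA-948 was closer to MCA-969 than to MCA-970 (0.937) or MCA-972 (0.934). Hierarchical clustering on these correlations with average linkage, divided into 5 groups, gave 5 groups that each held tumors of 1 line only. On PC1 the mean scores were 26.0 ± 1.1 (SD, n = 4) for MCA-943, -42.1 ± 6.3 (SD, n = 8) for MCA-948, 2.2 ± 6.4 (SD, n = 8) for MCA-969, 20.4 ± 1.5 (SD, n = 6) for MCA-970 and 23.2 ± 1.8 (SD, n = 4) for MCA-972. The PCA used the 500 most variable genes after the variance-stabilizing transformation of DESeq2, centred and not scaled.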

In unsupervised principal component analysis (PCA) and correlation analyses on transcriptional profiles, all the tumors derived from the same parental primary cell line clustered together robustly **(** **Figures 6A, B** **)**. Despite the potentially significant clonal heterogeneity of the primary tumor cell lines, this excluded the possibility of a bias in our analyses due to heterogeneous growth upon transplantation. Furthermore, sensitive and non-sensitive tumors robustly segregated along the PC3 axis in PCA, with this axis itself accounting for a large proportion of the total variability between cell lines (21%) **(** **Figure 6A** **)**. Thus, the tumors in each of these groups had genetic determinants in common that were associated with their differential sensitivity.

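PC1 and PC2 accounted for 42.8% and 23.7% of the variance, PC3 for 17.9% and PC4 for 9.27%. PC3 was the first component on which all tumors of one group lay on one side of the other group. The 12 non-sensitive tumors had PC3 scores between 15.0 and 28.7, and the 18 sensitive tumors between -27.7 and -4.89. By line, the PC3 scores lay between 15.0 and 17.1 in MCA-943 and between 17.4 and 28.7 in MCA-969. They lay between -8.28 and -4.89 in MCA-948, between -15.0 and -10.5 in MCA-970 and between -27.7 and -25.6 in MCA-972, without overlap between lines. The share of variance on PC3 was 16.4% with all genes past the filter and 19.4% with log2 CPM in place of the variance-stabilizing transformation. Between 15.3% and 19.7% was found when each tumor was left out in turn, and the groups were separated on PC3 in all 30 of these fits. Lines that shared a run were therefore separated too: MCA-969 from MCA-972, from MCA-948 and from MCA-970, and MCA-943 from MCA-948. This follows from the scores of all tumors and is no further check on run effects, as no PCA was made within a run. With 5 lines, 6 of the 10 ways of dividing them into 2 lines and 3 lines were separated on one of PC1 to PC4, as the groups were on PC3.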

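Among the genes with the largest absolute loadings on PC3, Msln (ENSMUSG00000063011) and Plet1 were called higher in the non-sensitive line in all 6 comparisons of a non-sensitive with a sensitive line. The first by loading was Krt8 (ENSMUSG00000049382), at 0.162, which encodes a keratin on chromosome 15 from 101996698 to 102004482. Its mean was 385 ± 119 CPM (SD, n = 8) in MCA-969 and 0.736 ± 0.966 CPM (SD, n = 4) in MCA-943, which was below the 3.51 ± 2.71 CPM (SD, n = 8) of MCA-948. Msln, at 0.134, lies on chromosome 17 from 25748613 to 25754378. It was expressed at 38.2 ± 19.0 CPM (SD, n = 4) in MCA-943, 48.6 ± 22.4 CPM (SD, n = 8) in MCA-969 and 14.9 ± 10.0 CPM (SD, n = 8) in MCA-948. It had at most 3 counts in every tumor of MCA-970 and MCA-972. Msln was no longer called between MCA-943 and MCA-948 without MCA-943 a-1G, where its log2 fold change was 0.90. Acan (ENSMUSG00000030607), on chromosome 7 from 79053483 to 79115099, had a loading of -0.107. It was not detected in MCA-943 and was expressed at 126 ± 34.3 CPM (SD, n = 4) in MCA-972. The difference in Acan between MCA-969 and MCA-970 was not called, at a log2 fold change of -1.01 (adjusted p = 0.143). From the separation along PC3, the paper concludes that the tumors of each group shared genetic determinants associated with their differential sensitivity.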

**Figure 6:**
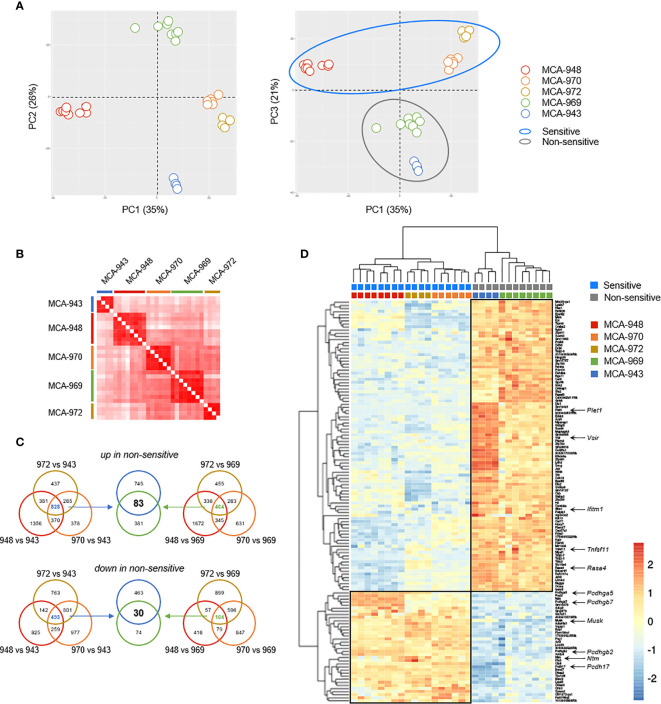
Tumor cell analysis by RNAseq. **(A)** Principal component analysis (PCA) of 30 tumors originating from 5 parental MCA-induced primary tumor cells subjected to RNAseq. **(B)** Correlation matrix of overall transcriptomic profiles. **(C, D)** Analysis of differentially expressed genes. Venn diagram **(C)** illustrating the strategy used to extract the common transcriptomic signatures **(D)** of sensitive and non-sensitive MCA-induced primary tumor cell lines.

We then sought to identify the transcriptional signature distinguishing between sensitive and non-sensitive tumors, by performing a global differential gene expression analysis. 

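Each of the 2 non-sensitive lines was compared with each of the 3 sensitive lines. MCA-943 differed from MCA-948 in 4890 genes, of which 2993 were higher and 1897 lower in MCA-943. Against MCA-970, 2117 genes were higher and 2491 lower in MCA-943, and against MCA-972, 2065 were higher and 2257 lower. MCA-969 had 2841 genes higher and 660 lower than MCA-948, 1801 higher and 1811 lower than MCA-970, and 1744 higher and 1729 lower than MCA-972. These counts moved most without the threshold on the fold change, to between 9079 and 10887 genes per comparison. In MCA-943, 887 genes were higher than in all 3 sensitive lines and 652 were lower than in all 3. The same numbers were 517 and 142 in MCA-969. The comparisons were repeated on tumors of one run where a run held both lines. MCA-943 against MCA-948 then gave 2758 higher and 1742 lower genes in the third run (4 and 6 tumors), and MCA-969 against MCA-972 gave 1600 and 1540 in the first run (6 and 4 tumors). In the second run, MCA-969 against MCA-970 gave 1469 and 1308 (2 and 6 tumors). MCA-969 against MCA-948 gave 81 and 17, with only 2 tumors on each side.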

We first determined the specific signatures of each non-sensitive tumor relative to each sensitive tumor, and extracted their common determinants **(** **Figures 6C, D** **)**. This strategy identified 113 genes as differentially expressed between the two groups of tumors: 30 genes were more strongly expressed in sensitive than in non-sensitive tumors, and 83 genes were more strongly expressed in non-sensitive tumors **(** **Figure 6D** and **Table S1** **)**.

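The intersection of the 6 comparisons held 148 genes that passed both thresholds in the same direction, of which 110 were higher and 38 lower in non-sensitive tumors. The paper's reported numbers are 83 and 30. The largest change of setting came without the fold change threshold, which gave 405 higher and 294 lower genes. With each tumor left out in turn, the numbers ranged from 100 to 118 and from 35 to 42. Of the 30 genes that Table S1 lists as downregulated in non-sensitive tumors, 29 were among the 38 lower genes; the table was drawn from these same tumors. With the run as a covariate, the intersection fell to 66 higher and 16 lower genes, of which 50 and 12 were among the 148. Within the third run, 133 of the 134 signature genes that could be tested were called between MCA-943 and MCA-948. Within the first run, 132 of 134 were called between MCA-969 and MCA-972. In the second run, 112 of 136 were called between MCA-969 and MCA-970, where 134 kept their direction and 2 did not, and 8 of 124 between MCA-969 and MCA-948, where 2 tumors stood against 2 and all 124 kept their direction. The signature had been selected on these same tumors, so high fractions are not independent support. They show only that these differences were also present within a run. When the same intersection was computed for all 10 ways of dividing the lines into 2 and 3, its size ranged from 118 to 518 genes, and 7 of the 10 divisions, the real one included, held at least 148.

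The genes with the largest differences in their weakest comparison, other than Plet1, were Gm10421 (ENSMUSG00000099907), Slc16a11 (ENSMUSG00000040938), Cdh3 (ENSMUSG00000061048) and Gm15767 (ENSMUSG00000086021). Gm10421, a processed transcript on chromosome 12 from 117144530 to 117151651, had no count in any sensitive tumor. It reached 0.553 ± 0.197 CPM (SD, n = 4) in MCA-943 and 0.218 ± 0.108 CPM (SD, n = 8) in MCA-969, at least 2.40-fold higher than MCA-970 allows. Slc16a11 lies on chromosome 11 from 70212752 to 70216417, and its weakest log2 fold change was 4.01 (standard error 0.71, adjusted p = 1.87e-05). Cdh3 lies on chromosome 8 from 106510891 to 106557297 and differed by at least 3.81 (standard error 0.40, adjusted p = 3.55e-09). Gm15767, a long intergenic RNA on chromosome 6 from 147242527 to 147243801, differed by at least 3.79 (standard error 0.39, adjusted p = 1.57e-09).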

We focused our attention on transmembrane and secreted proteins, using automated GO annotations for each gene product, and examined their functions based on available reports **(** **Table S1** **)**. 

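Plet1 (ENSMUSG00000032068) lies on the forward strand of chromosome 9 from 50494525 to 50505482 and overlaps the antisense gene Plet1os. It was expressed at 122 ± 16.0 CPM (SD, n = 4) in MCA-943 and at 15.8 ± 8.48 CPM (SD, n = 8) in MCA-969. In the sensitive lines it was found at 0.241 ± 0.129 CPM (SD, n = 8) in MCA-948, 0.288 ± 0.0734 CPM (SD, n = 6) in MCA-970 and 0.323 ± 0.0218 CPM (SD, n = 4) in MCA-972. The log2 fold change was between 5.60 (standard error 0.38, adjusted p = 9.25e-13), for MCA-969 against MCA-972, and 8.95 (standard error 0.32, adjusted p = 2.97e-19), for MCA-943 against MCA-948. The lowest value in a non-sensitive tumor was 7.75 CPM and the highest in a sensitive tumor was 0.426 CPM. Within the runs that held both lines, the log2 fold change was 8.95 for MCA-943 against MCA-948, 5.65 for MCA-969 against MCA-972 and 5.59 for MCA-969 against MCA-970. It was 5.67 for MCA-969 against MCA-948, where 2 tumors on each side left the adjusted p at 0.0522. The loading of Plet1 on PC3 was 0.123, the third in absolute value. It was also the third with 1000 genes, with all genes past the filter and with log2 CPM, and ranked 21 when each gene was scaled to unit variance. In the 30 fits that each left out 1 tumor it ranked between 1 and 13, first in the 4 fits without an MCA-943 tumor, 7 without MCA-969 W-2D and 13 without MCA-969 W-R.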

*Plet1* was the gene with the highest loading on the PC3 axis and was highly expressed in non-sensitive tumors. 

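Tnfsf11 (ENSMUSG00000022015), on the reverse strand of chromosome 14 from 78277445 to 78308043, was expressed at 15.3 ± 2.93 CPM (SD, n = 4) in MCA-943 and at 17.6 ± 23.8 CPM (SD, n = 8) in MCA-969. One MCA-969 tumor, W-R, held 75.8 CPM, and the mean of the other 7 was 9.29 ± 3.90 CPM. Means in the sensitive lines were 0.851 ± 0.350 CPM (SD, n = 8) in MCA-948, 1.24 ± 0.632 CPM (SD, n = 6) in MCA-970 and 4.34 ± 1.34 CPM (SD, n = 4) in MCA-972. The weakest of the 6 comparisons was MCA-943 against MCA-972, with a log2 fold change of 1.82 (standard error 0.62, adjusted p = 0.0142), and the strongest was MCA-969 against MCA-948, with 4.35 (standard error 0.50, adjusted p = 1.82e-08). All 6 comparisons remained called in each of the 30 fits that left out 1 tumor. With the index set of the libraries as a covariate, the weakest log2 fold change was 0.73 (largest adjusted p = 0.493), and with the run as a covariate the largest adjusted p was 0.205; the gene was then not called in every comparison. Within single runs, the log2 fold change was 3.90 for MCA-943 against MCA-948, 2.27 for MCA-969 against MCA-972, 2.57 for MCA-969 against MCA-970 and 4.10 for MCA-969 against MCA-948, each with an adjusted p-value of 0.0475 or less.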

*Tnfsf11* was also upregulated in non-sensitive tumors. This gene encodes RANKL, for which induction and interaction with RANK have been associated with NK cell inhibition (20). 

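Rasa4 (ENSMUSG00000004952), on the forward strand of chromosome 5 from 136083916 to 136111860, was expressed at 23.1 ± 2.45 CPM (SD, n = 4) in MCA-943 and 16.9 ± 5.72 CPM (SD, n = 8) in MCA-969. It was found at 2.95 ± 0.690 CPM (SD, n = 8) in MCA-948, 5.48 ± 1.39 CPM (SD, n = 6) in MCA-970 and 8.73 ± 1.49 CPM (SD, n = 4) in MCA-972. Rasa4 was higher in the non-sensitive line in all 6 comparisons, with adjusted p-values of 0.00117 or less. Its log2 fold change between MCA-969 and MCA-972 was 0.96 (standard error 0.24, adjusted p = 0.00117), under the threshold of 1, and it was therefore not part of the signature. It was part of it with the run as a covariate, where the weakest log2 fold change was 1.06, and without the fold change threshold. Leaving out MCA-969 a-R, MCA-969 W-2D or MCA-972 a-R also brought it past the threshold, with a log2 fold change of up to 1.08.

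Ifitm1 (ENSMUSG00000025491), on the forward strand of chromosome 7 from 140967221 to 140969825, reached 5.93 ± 0.875 CPM (SD, n = 4) in MCA-943 and 4.71 ± 1.73 CPM (SD, n = 8) in MCA-969. The sensitive lines had means of 1.32 ± 0.320 CPM (SD, n = 8) in MCA-948, 0.916 ± 0.415 CPM (SD, n = 6) in MCA-970 and 1.01 ± 0.705 CPM (SD, n = 4) in MCA-972. Its log2 fold changes ranged from 1.84 (standard error 0.26, adjusted p = 4.59e-07), between MCA-969 and MCA-948, to 2.68 (standard error 0.33, adjusted p = 4.77e-08), between MCA-943 and MCA-970. Within single runs they were between 1.90 and 2.66, with adjusted p-values of 0.00154 or less except for MCA-969 against MCA-948, at 1.90 (adjusted p = 0.184), where 2 tumors stood against 2.

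Vsir (ENSMUSG00000020101), on the forward strand of chromosome 10 from 60346851 to 60372684, overlaps Cdh23 on the other strand. It was expressed at 33.6 ± 3.55 CPM (SD, n = 4) in MCA-943, 18.5 ± 7.54 CPM (SD, n = 8) in MCA-969, 8.10 ± 1.71 CPM (SD, n = 8) in MCA-948, 8.49 ± 2.21 CPM (SD, n = 6) in MCA-970 and 7.69 ± 1.21 CPM (SD, n = 4) in MCA-972. The log2 fold change was at least 1.99 for MCA-943. For MCA-969 it was 1.19 against MCA-948, 1.12 against MCA-970 (standard error 0.20, adjusted p = 2.72e-05) and 1.27 against MCA-972. Without MCA-969 W-R, the weakest log2 fold change was 0.94 and Vsir was no longer in the signature. With the run as a covariate the weakest was 0.42 (largest adjusted p = 0.392). Within the first run, the log2 fold change of MCA-969 against MCA-972 was 1.39 (adjusted p = 0.00122), and within the third that of MCA-943 against MCA-948 was 2.15 (adjusted p = 2.34e-08). Within the second run, that of MCA-969 against MCA-970 was 0.69 (adjusted p = 0.0637) and against MCA-948 0.43 (adjusted p = 0.464). Both kept their direction, but they were under the threshold of 1 and were not called. With only 2 MCA-969 tumors, this run cannot decide whether the difference held there.

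**Figure D1:**
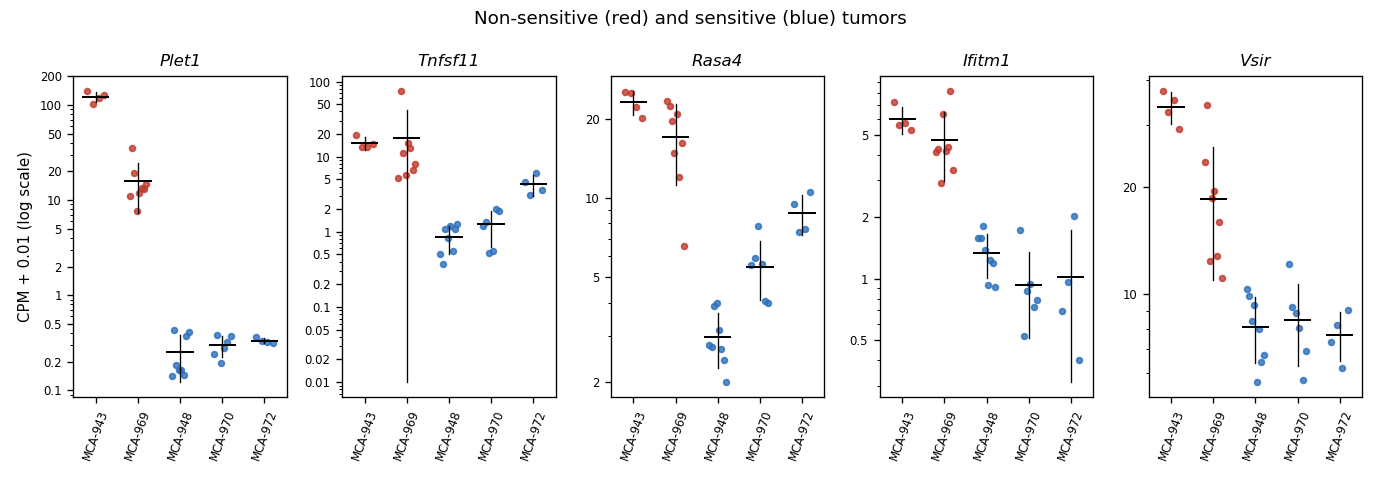
Expression of Plet1, Tnfsf11, Rasa4, Ifitm1 and Vsir in each of the 30 tumors, by line, as CPM plus 0.01 on a log scale. Points are tumors, horizontal bars are means and vertical bars are the SD, with the lower end drawn no further than 0.01; the MCA-969 tumor at 75.8 CPM stands apart for Tnfsf11.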

The other genes upregulated in non-sensitive tumors included *Rasa4*, which controls RANKL expression; *Ifitm1*, which prevents NK cell cytotoxic activity in human gastric cancer; and *Vsir*, encoding the inhibitory immune checkpoint VISTA, which is homologous to PD-L1 (21–23). Conversely, several of the genes upregulated in sensitive tumors are involved in cell-cell interactions, including four members of the protocadherin family (*Pcdh*), the receptor neurotrimin (*Ntm*), and the kinase MUSK. 

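Of the 38 lower genes, 4 were protocadherins. Pcdhga5 (ENSMUSG00000103567), Pcdhgb2 (ENSMUSG00000102748) and Pcdhgb7 (ENSMUSG00000104063) belong to the gamma cluster on chromosome 18, where their annotated starts are 37694380, 37689828 and 37751600 and their common end is 37841873. These genes overlap one another, with 30, 30 and 28 genes overlapping each, so their counts depend on reads that are assigned to a single member. Pcdhgb2 was expressed at 1.21 ± 0.167 CPM (SD, n = 4) in MCA-943 and 1.08 ± 0.455 CPM (SD, n = 8) in MCA-969, against 60.6 ± 6.84 CPM (SD, n = 8) in MCA-948, 20.6 ± 2.55 CPM (SD, n = 6) in MCA-970 and 22.3 ± 6.48 CPM (SD, n = 4) in MCA-972. Its weakest log2 fold change was -4.09 (standard error 0.24, adjusted p = 2.91e-14). That of Pcdhgb7 was -1.21 (standard error 0.16, adjusted p = 3.93e-07), between MCA-969 at 0.857 ± 0.164 CPM (SD, n = 8) and MCA-972 at 2.00 ± 0.586 CPM (SD, n = 4). Pcdhga5 was expressed at 10.8 ± 1.79 CPM (SD, n = 8) in MCA-948 and 8.32 ± 1.46 CPM (SD, n = 4) in MCA-972, but at 1.06 ± 0.299 CPM (SD, n = 6) in MCA-970, close to the 0.499 ± 0.112 CPM (SD, n = 4) of MCA-943 and the 0.479 ± 0.453 CPM (SD, n = 8) of MCA-969. Its weakest log2 fold change was -1.09 (standard error 0.43, adjusted p = 0.0290), and it left the signature in 5 of the 30 fits that each left out 1 tumor. Within single runs, its log2 fold change was -4.45 (adjusted p = 3.74e-09) for MCA-943 against MCA-948, and for MCA-969 it was -3.79 (adjusted p = 0.210) against MCA-948, -0.41 (adjusted p = 0.691) against MCA-970 and -4.42 (adjusted p = 1.87e-07) against MCA-972.

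Pcdh17 (ENSMUSG00000035566), outside the clusters on chromosome 14 from 84443563 to 84539002, was expressed at 0.779 ± 0.952 CPM (SD, n = 4) in MCA-943 and 6.12 ± 3.01 CPM (SD, n = 8) in MCA-969. The MCA-943 mean rests largely on a-R, at 2.20 CPM, and the other tumors of the line had between 0.237 and 0.378 CPM of Pcdh17. It reached 29.7 ± 10.4 CPM (SD, n = 8) in MCA-948, 30.5 ± 2.52 CPM (SD, n = 6) in MCA-970 and 15.8 ± 5.16 CPM (SD, n = 4) in MCA-972. The weakest log2 fold change was -1.36 (standard error 0.37, adjusted p = 0.00274). Musk (ENSMUSG00000057280), on chromosome 4 from 58285960 to 58374303, was at 0.104 ± 0.0776 CPM (SD, n = 8) in MCA-969 and 2.29 ± 0.785 CPM (SD, n = 4) in MCA-943. Its means in the sensitive lines were 5.50 ± 2.19 CPM (SD, n = 8) in MCA-948, 6.24 ± 1.85 CPM (SD, n = 6) in MCA-970 and 8.44 ± 4.32 CPM (SD, n = 4) in MCA-972, and its weakest log2 fold change was -1.27 (standard error 0.35, adjusted p = 0.00207). Ntm (ENSMUSG00000059974), on chromosome 9 from 28994750 to 29963141, had at most 25 counts in any tumor. It had at most 1 count in each MCA-943 tumor and was at least 2.57-fold lower there than in MCA-948. Its mean was 0.0595 ± 0.0638 CPM (SD, n = 8) in MCA-969, 0.233 ± 0.161 CPM (SD, n = 8) in MCA-948, 0.263 ± 0.135 CPM (SD, n = 6) in MCA-970 and 0.534 ± 0.170 CPM (SD, n = 4) in MCA-972. For MCA-969 the weakest log2 fold change was -1.91 (standard error 0.51, adjusted p = 0.00206). With the run as a covariate, Musk, Ntm and Pcdhga5 were no longer in the signature, with largest adjusted p-values of 0.702, 0.208 and 0.503. With the index set as a covariate, Musk was not in it either (largest adjusted p = 0.0597). Within single runs, the log2 fold change of Musk was -1.02 (adjusted p = 0.00149) for MCA-943 against MCA-948, and for MCA-969 it was -6.61 (adjusted p = 0.0841) against MCA-948, -6.16 (adjusted p = 0.000407) against MCA-970 and -6.21 (adjusted p = 2.62e-07) against MCA-972. For MCA-969, that of Ntm was -1.75 (adjusted p = 0.349) against MCA-948 and -1.08 (adjusted p = 0.268) against MCA-970, and Ntm was lower than in MCA-972 (adjusted p = 2.75e-05), with at most 3 counts in each MCA-969 tumor of that run.

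**Figure D2:**
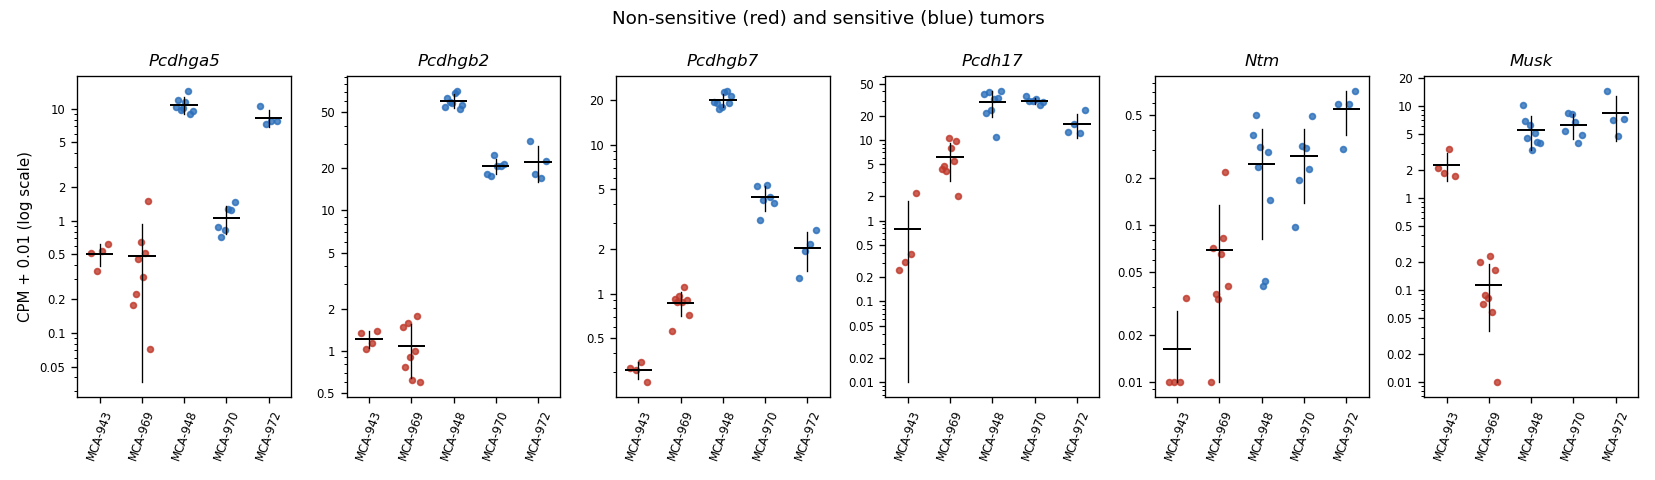
Expression of the 4 protocadherins, Ntm and Musk in each of the 30 tumors, by line, as CPM plus 0.01 on a log scale. Points are tumors, horizontal bars are means and vertical bars are the SD, with the lower end drawn no further than 0.01; for Pcdhga5, the MCA-970 tumors have a mean of 1.06 CPM.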

The role of these genes in modulating NK cell/ILC1 functions in antitumoral responses is unclear and will be investigated in a follow-up study.

## Discussion

NK cells have been reported to inhibit tumor growth in transplantable tumor models (24). Their role during the development of primary tumors is less well documented. Studies in antibody-mediated depletion models have shown that NK cells and NKT cells prevent the development of primary tumors upon MCA injection (12). Consistent with this observation, we showed that tumor incidence after MCA injection was higher in mice treated with anti-NK1.1 depleting antibody than in control mice. Nevertheless, the depletion induced by this antibody is not fully specific to NK cells and/or ILC1, as it also targets NKT cells. We then used a mouse model with a specific deficiency of NKp46^+^ cells to investigate further. We found that NKp46^+^ cell deficiency did not alter the time-to-onset, growth rate or incidence of tumors after MCA injection. Overall, these results suggest that NK cells and ILC1 were dispensable for tumor immunosurveillance in the model of MCA-induced carcinogenesis, but provide support for a protective role of NKT cells in this process, as previously described (12). A study in another NKp46^+^ cell-deficient mouse model reported a higher incidence of tumors in deficient mice after the injection of MCA (19). Primary tumorigenesis in response to MCA is known to generate discordant results. The dose of MCA, the site of injection and the mouse strain used may underlie these discrepancies (25). However, conflicting results have been reported even for studies in which all these parameters were identical (2, 26). This observation suggests that other extrinsic factors, such as the mouse microbiota, may affect the outcome of primary carcinogenesis. Primary tumorigenesis experiments performed on both mouse strains in parallel are therefore required to reconcile these contradictory results concerning the role of NKp46^+^ cells in tumor immunosurveillance.

This carcinogenesis experiment led to the constitution of a library of 25 primary tumor cell lines. We found that 15 of these tumor cell lines grew slower in WT mice than in NK1.1^+^ cell-depleted mice. We investigated the cells responsible for the NK1.1^+^ cell sensitivity of the tumors, by analyzing the composition of tumor infiltrates. Based on the observation of the importance of NKT cells for tumor immunosurveillance, we initially focused on this population. Interestingly, we found that, after transplantation, there was a weak infiltration of NKT cells into the MCA-induced tumors, arguing against a role for these cells. Conversely, these tumors displayed high levels of infiltration with NKp46^+^ cells. These results suggest that, despite the dispensable nature of NKp46^+^ cells in the prevention of primary tumor development, these cells may play an active role in the antitumoral immune response established in transplantable tumor models, highlighting that distinct types of immune responses are acting in those two models. We therefore explored the mechanisms underlying the tumor sensitivity mediated by these cells.

Consistent with previous publications (19), the MCA-induced primary tumor cell lines contained three subpopulations of tumor-infiltrating NKp46^+^ cells: NK cells (CD49a^-^CD49b^+^), ILC1 (CD49a^+^CD49b^-^) and an intermediate population, int-ILC1, displaying characteristics of both populations (CD49a^+^CD49b^+^). It has been shown that NK cells can be converted into int-ILC1 through the action of TGF-β (19, 27). We therefore wondered whether tumor sensitivity stemmed from a decrease in the number of tumor-infiltrating NK cells due to their conversion into int-ILC1 and ILC1. However, the frequency of intratumoral NK cells was not correlated with NK1.1^+^ cell-dependent tumor growth.

We then investigated the possible contribution to tumor sensitivity of a differential capacity of the tumor cells to activate NK cells. However, we found that NK cells were able to kill MCA-induced primary tumor cell lines *in vitro* regardless of their sensitivity status. Our results therefore indicate that all MCA-induced tumor cell lines can activate NK cells directly, but that another process may occur in non-sensitive tumor beds, leading to the inhibition of intratumoral NK cells. 

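A list of 16 genes with reported roles in immune suppression, among them Cd274, Tgfb1, Ido1, Arg1 and Lgals9, was examined in the same tumors as the mean of the log2 CPM of its genes. The score was 3.57 ± 0.08 (SD, n = 4) in MCA-943 and 3.38 ± 0.33 (SD, n = 8) in MCA-969. It was 2.51 ± 0.21 (SD, n = 8) in MCA-948, 3.66 ± 0.06 (SD, n = 6) in MCA-970 and 3.21 ± 0.16 (SD, n = 4) in MCA-972. The difference between the means of the non-sensitive and sensitive lines was 0.35 (two-sided exact permutation test over the 5 lines, p = 0.6, adjusted p = 0.867 over 13 lists), in a design whose smallest possible p is 0.1. Vsir, Plet1 and Tnfsf11, which the paper names for a more suppressive environment, are not in the list. CD45+ cells had also been removed, so the score tests neither these genes nor suppression by leukocytes. Cd274, which encodes PD-L1, was at 15.9 CPM in MCA-943 and 3.74 CPM in MCA-969, against 6.89 CPM in MCA-970, 2.10 CPM in MCA-948 and 2.01 CPM in MCA-972. Ido1 was at 1.34 CPM in MCA-943 and 0.481 CPM in MCA-969, and between 0.0680 and 0.136 CPM in the sensitive lines. It was in the signature, with a weakest log2 fold change of 1.82. The receptor of RANKL, Tnfrsf11a, was at 9.23 CPM in MCA-943, 2.69 CPM in MCA-969 and between 6.45 and 8.55 CPM in the sensitive lines. These values do not measure RANK on NK cells.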

Thorough testing of this hypothesis is required, but our RNAseq analysis of the tumor cells supports the hypothesis that the non-sensitive tumors have a more immunosuppressive microenvironment than sensitive tumors. Indeed, the genes upregulated in the non-sensitive tumors included *Vsir* (VISTA), *Plet1* (PLET1) and *Tnfsf11* (RANKL). VISTA is an inhibitory checkpoint displaying some sequence identity to PD-L1 (23). In human ovarian cancer, VISTA is expressed by tumor cells and impairs T cell-mediated antitumoral responses (28). In the AOM/DSS colon cancer model, PLET1 has been shown to be an IL-17A-induced protein (29). IL-17A is a protumoral cytokine promoting the recruitment of myeloid-derived suppressor cells (MDSCs) to the tumor bed (30). In human acute myeloid leukemia, activation of RANKL expressed by tumor cells leads to a dual inhibition of NK cells, through the secretion of immunomodulatory factors directly inhibiting NK cells and the upregulation of RANK expression by NK cells. RANKL-RANK interaction transduces the inhibitory signals in NK cells (20). The importance of RANKL in the mechanism of tumor sensitivity is supported by the associated upregulation of RASA4 expression in non-sensitive tumors, as RASA4 controls RANKL expression by regulating its shedding (21).

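The lower genes with the largest differences in their weakest comparison, apart from the protocadherin Pcdhgb2, were Spaca1 (ENSMUSG00000028264), Eya1 (ENSMUSG00000025932), Ndn (ENSMUSG00000033585) and Art3 (ENSMUSG00000034842). Spaca1, on chromosome 4 from 34024874 to 34050191, had at most 3 counts in every non-sensitive tumor. It reached 3.78 ± 0.757 CPM (SD, n = 6) in MCA-970 and 3.02 ± 0.840 CPM (SD, n = 4) in MCA-972, and 0.239 ± 0.210 CPM (SD, n = 8) in MCA-948, from which MCA-943 was at least 2.63-fold lower. Eya1, on chromosome 1 from 14168954 to 14310235, had at most 3 counts in each MCA-943 tumor, with a mean of 0.0689 ± 0.0322 CPM (SD, n = 4). Its mean was 2.39 ± 0.712 CPM (SD, n = 8) in MCA-948. In its weakest comparison, of MCA-969 with MCA-948, its log2 fold change was -3.72 (standard error 0.40, adjusted p = 4.65e-09). Ndn, on chromosome 7 from 62346569 to 62350262, was at 28.2 ± 8.45 CPM (SD, n = 8) in MCA-948, 1.69 ± 1.55 CPM (SD, n = 6) in MCA-970 and 2.27 ± 0.976 CPM (SD, n = 4) in MCA-972. It was at 0.0870 ± 0.0714 CPM (SD, n = 4) in MCA-943 and 0.180 ± 0.112 CPM (SD, n = 8) in MCA-969. Art3, on chromosome 5 from 92331827 to 92414628, differed by -2.91 (standard error 0.31, adjusted p = 5.98e-09) or more in size. With the run as a covariate, Spaca1 and Ndn were not in the signature, with largest adjusted p-values of 0.978 and 0.156. Within single runs, the log2 fold change of Ndn was -8.20 (adjusted p = 3.98e-08) for MCA-943 against MCA-948, and for MCA-969 it was -8.12 (adjusted p = 0.0567) against MCA-948, -4.08 (adjusted p = 0.0497) against MCA-970 and -3.41 (adjusted p = 6.48e-06) against MCA-972. Spaca1 was lower in MCA-969 than in MCA-970 (adjusted p = 4.60e-05) and MCA-972 (adjusted p = 5.58e-07) within single runs, and over all tumors it was at least 46.6-fold and 37.2-fold lower.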

An analysis of the genes upregulated in sensitive tumors identified no genes known to be associated with activation of the antitumoral immune response. Nevertheless, protocadherins (*Pcdh*), a family of cell adhesion molecules, were well represented among these upregulated genes. 

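Protocadherins made up 4 of the 38 lower genes, or 10.5%, and 53 of the 16862 genes tested, or 0.314%. Of the 53, 41 lie in the alpha, beta and gamma clusters on chromosome 18. The 3 clustered members in the signature share a cluster and overlapping annotation and are not independent of one another, so no enrichment test was applied. Each line expressed a different set of the 21 gamma genes that were tested, and 13 of these had their highest mean in a sensitive line and 8 in a non-sensitive line. Pcdhgb1 and Pcdhgb4, chosen after their values were seen, were highest in MCA-943, at 44.3 CPM, and in MCA-969, at 12.9 CPM. Clustered protocadherins were also found in the intersections computed for other divisions of the lines into 2 and 3, and 9 of the 10 divisions held at least 1.

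**Figure D3:**
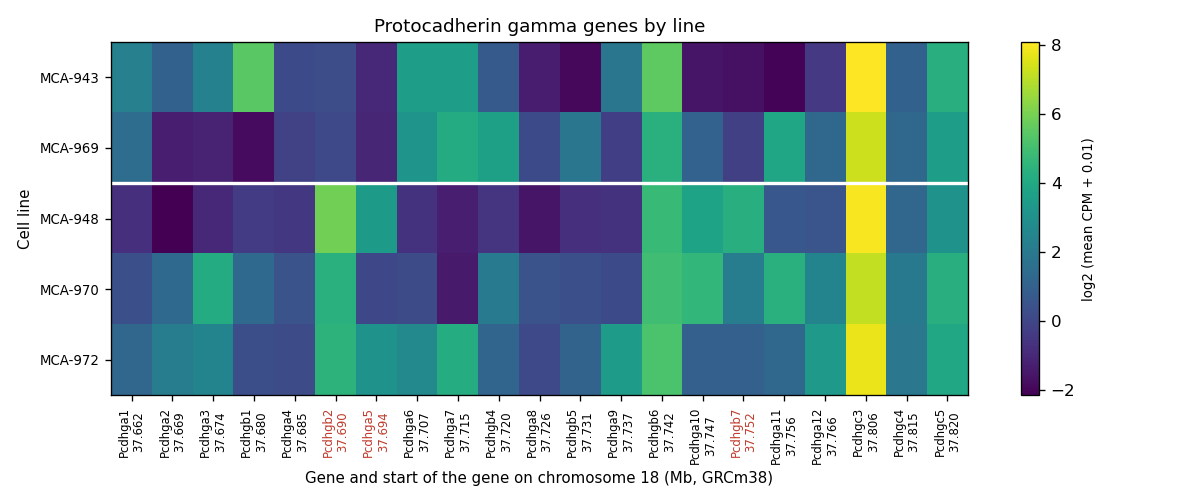
Mean expression of the 21 gamma protocadherin genes tested, in the order of their starts on chromosome 18 (in Mb), in each line, as log2 of the mean CPM plus 0.01. The white line separates the 2 non-sensitive lines from the 3 sensitive lines and the 3 genes in the signature are written in red; Pcdhgb2 is highest in MCA-948, at 60.6 CPM.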

Protocadherins are silenced by methylation in many human tumors and have been proposed as diagnostic biomarkers for cancer (31). In particular, protocadherin17 (*Pcdh17*) has been described as a tumor suppressor interfering with Wnt signaling (32). In our model, protocadherins acted more as a biomarker of the responsiveness of tumor cells to the antitumoral action of NK1.1^+^ cells than as a biomarker of tumorigenesis.

We also observed a weak, but significant inverse correlation between the frequency of tumor-infiltrating CD4^+^ T cells and the sensitivity status of the tumors. There is growing evidence to suggest that CD4^+^ T cells play an important role in the antitumor immune response. These cells can display cytotoxicity against tumor cells (33). They also provide help signals for the activation of cytotoxic CD8^+^ T cells (34). The non-sensitive tumors had higher levels of CD4^+^ T-cell infiltration than the sensitive tumors, suggesting that CD4^+^ T cell tumor infiltration may be a compensatory antitumor mechanism in non-sensitive tumors. However, it remains unclear whether the higher degree of CD4^+^ T cell infiltration was a cause or a consequence of alterations to the NK cell-mediated antitumor response.

The antitumoral activity of NK cells has been described in detail, but little is known about the involvement of ILC1 in the immune response in the tumor context. In human gastrointestinal cancers, ILC1 have been shown to be more abundant within tumors than in adjacent healthy tissues, but their role remains unclear (35). Our correlation analysis showed tumors with higher levels of ILC1 infiltration were less sensitive to NK1.1^+^ cells. Furthermore, we showed in the colon carcinoma MC38 tumor model that the depletion of NK1.1^+^ cells was protective in tumors with high levels of ILC1 infiltration. These results suggest that intratumoral ILC1 may have protumoral features. Several hypotheses can be formulated about the mechanisms underlying this observation. ILC1 are major producers of IFN-γ and TNFα. The tumor-promoting effects of these cytokines are now well known (19, 36). They may contribute to the generation of an immunosuppressive microenvironment by regulating the accumulation and functions of T regulatory (T_reg_) cells (37, 38) or MDSCs (39, 40). IFN-γ can also upregulate immune inhibitory checkpoint expression on tumor cells (41). Moreover, the tumor-promoting effects of ILC1 may result from the regulation of neo-angiogenesis. Tumorigenesis is dependent on vascular architecture, which supplies tumor cells with the nutrients and oxygen they require. It has been shown that NKp46^+^ cells, including ILC1 in particular, can promote tumor growth by stimulating the formation of an optimal network of blood vessels (19, 42). Furthermore, given that intratumoral ILC1 frequency is inversely correlated with the sensitivity of the tumor to NK1.1^+^ cells, we can hypothesize that ILC1 directly or indirectly inhibit the antitumor response mediated by NK cells. Additional experiments will be required to investigate these hypotheses and firmly characterize the role of ILC1 during anti-tumoral response. For this purpose, the generation of a specific and complete mouse model of selective deficiency of ILC1 would be important to decipher the cellular and molecular basis of their inhibitory function.

Overall, our results highlight an important link between tumor-infiltrating ILC1 and the regulation of tumor growth. Further, they support the hypothesis that low levels of sensitivity to NK1.1^+^ cells could not be directly link to a paucity of NK cells resulting from their conversion into non-cytotoxic ILC1. Rather, ILC1 would play an active role in inhibiting the antitumoral immune response.

## Methods

### Mice

C57BL/6 mice were purchased from Janvier. *Ncr1^Cre^R26^DTA^* were bred in-house (43). All mice were in specific pathogen–free conditions at the Centre d’Immunologie de Marseille-Luminy and the Centre d’Immunophénomique (CIPHE). Experiments were conducted in accordance with institutional guidelines for animal care and use.

### Carcinogenesis

Freshly prepared MCA (Sigma), diluted to the appropriate concentration in peanut oil (Sigma), was injected subcutaneously into the right flank of the mice. Tumor growth was measured weekly for 200 days with a caliper and expressed as a volume. Tumors were defined as palpable growing masses of more than 100 mm^3^ in volume. If required, the mice were treated with intravenous injections of 50 µg anti-NK1.1 antibody (clone PK136, BioXCell) every two weeks for 200 days.

### Primary Tumor Cell Lines and Tumor Transplantation

MCA-induced tumors were resected, minced, digested with collagenase IV, and passaged *in vitro* for two weeks. Multiple vials of low-passage number cells were then frozen. Cell lines were maintained in DMEM (Gibco^®^, Thermo Fisher Scientific) supplemented with 10% FCS (Gibco^®^, Thermo Fisher Scientific), as previously described. For transplantation experiments, aliquots were thawed, expanded, and 5.10^5^ cells were subcutaneously injected into the right flank of the mice. If required, mice were treated with intravenous injections of 50 µg anti-NK1.1 antibody (clone PK136, BioXCell) on the day before the injection of tumor cells and 15 days later. Tumor growth was measured every 2-3 days for 40 days with a caliper, and is expressed as a volume. The survival endpoint was set at 1,000 mm^3^. Tumors were resected, minced and single-cell suspensions were obtained with the Tumor Dissociation Kit and gentleMACS Octo Dissociator (Miltenyi Biotec), according to the manufacturer’s instructions.

### *In Vitro* Assays

Mice were primed with 100 µg poly(I:C) (*Invivo*gen) 24 hours before the experiments. Single-cell suspensions were obtained by mashing spleens through a strainer with 70 µm pores. Red blood cells were lysed with RBC lysis buffer (eBiosciences, Thermo Fisher Scientific). For CD107a/IFN-γ activation tests, splenocytes were cocultured with target cells for four hours in the presence of Golgi Stop™ and Golgi Plug™ protein transport inhibitors (BD Biosciences). For cytotoxicity assays, NK cell-enriched preparations were obtained from splenocytes with the NK Cell Isolation Kit (Miltenyi Biotec), according to the manufacturer’s instructions. These cells were then cocultured with^51^ Cr-labeled target cells for four hours.

### Flow Cytometry

Single-cell suspensions prepared from the indicated organs were incubated for 15 min at 4°C in 5 mM EDTA and 10 µg/mL of mouse Fc Block™ (rat anti-mouse CD16/CD32, BD Biosciences) in PBS, and were then stained by incubation for 20 min at 37°C with fluorochrome-conjugated mAbs. The following anti-mouse antibodies were purchased from BD Biosciences: IFNγ-AlexaFluor647 (clone XMG1.2), CD107α-FITC (clone 1D4B), CD45.2-AlexaFluor700 (clone 104), CD19-APC-Cy7 (clone 1D3), NKp46-BV421 (clone 29A1.4), NK1.1-BV510 (clone PK136), CD11b-BV650 (clone M1/70), TCRβ-BV711 (clone H57-597), CD49a-BV785 (clone Ha31/8), CD49b-BUV395 (clone HMa2), CD4-BUV737 (clone GK1.5). The tetramer CD1d-PBS57-PE was obtained by the NIH tetramer core facility. Dead cells were excluded from analyses by the electronic gating of cells negative for staining with fixable viability dye (Invitrogen). Data were collected on a FACS Canto or LSR-II flow cytometer (BD Biosciences) and analyzed with FlowJo software. After exclusion of doublets and dead cells, CD45-positive cells were gated. Within the CD45^+^ gate, B cells were defined as CD11b^-^CD19^+^ cells; NKT cells were defined as CD11b^-^CD19^-^TCRb^+^NK1.1^+^ or CD45^+^CD11b^-^CD19^-^TCRb^+^TetCD1d-PBS57^+^; CD8^+^ T cells were defined as CD11b^-^CD19^-^TCRb^+^NK1.1^-^CD8^+^CD4^-^; CD4^+^ T cells were defined as CD11b^-^CD19^-^TCRb^+^NK1.1^-^CD8^-^CD4^+^; NKp46^+^ cells were defined as CD11b^int/-^CD19^-^TCRb^-^NKp46^+^NK1.1^+^. Within the NKp46^+^ cells, NK cells were defined as CD49b^+^CD49a^-^; int-ILC1 were defined as CD49b^+^CD49a^+^ and ILC1 were defined as CD49b^-^CD49a^+^.

### RNAseq

Hematopoietic cells were removed from single-tumor cell suspensions with CD45 Microbeads and an autoMACS Pro Separator (Miltenyi Biotec), in accordance with the manufacturer’s instructions. CD45^-^ tumor cells were then frozen in RLT buffer (Qiagen) supplemented with 10 µL/mL 2-mercaptoethanol (Sigma). RNA extraction, library preparation and sequencing were performed by HalioDX (Marseille, France). For data analysis, fastq files were assessed with the fastqc program. Alignments were then generated with STAR 2.5.3a and the GRCm38 genome. The number of reads mapped to each gene was determined with featureCounts 1.6. Normalization and differential analysis were performed with the DESeq2 v1.26 R package.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/GSE179753.

## Ethics Statement

The animal study was reviewed and approved by the Comité d’éthique en expérimentation animale de Marseille Ministère de l’enseignement supérieur, de la recherche et de l’innovation. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

YK and EV initiated and designed the research. YK and MV wrote the manuscript, with the help of other coauthors. MV, ME, BE, JG, LS, SG, AF, and YK performed the experiments and/or analyzed and/or interpreted results. All authors contributed to the article and approved the submitted version.

## Funding

The EV laboratory at CIML and *Assistance-Publique des Hôpitaux de Marseille* is supported by funding from the European Research Council (ERC) under the European Union’s Horizon 2020 research and innovation program (TILC, grant agreement No. 694502 and MInfla-TILC, grant agreement No. 875102 - MInfla-Tilc), the *Agence Nationale de la Recherche* including the PIONEER Project (ANR-17-RHUS-0007), MSDAvenir, Innate Pharma and institutional grants to the CIML (INSERM, CNRS, and Aix-Marseille University) and to Marseille Immunopole. The funder was not involved in the study design, collection, analysis, interpretation of data, the writing of this article or the decision to submit it for publication.

## Conflict of Interest

AF and EV are employees of Innate Pharma.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Type 1 Innate Lymphoid Cells Limit the Antitumoral Immune Response
**Source:** Front Immunol. 2021 Nov 16;12:768989. doi: 10.3389/fimmu.2021.768989
**Supplement:** Supplementary Figure 1 — The specificity of NKp46+ cell deficiency models. (A) Blood analysis of the Ncr1Cre/+R26+/+ and Ncr1Cre/+R26DTA/+ mice used in Figure 1A (100 µg MCA) (n = 24 mice per group). (B) Liver analysis of C57BL/6 mice 7 days after the intravenous injection of anti-NK1.1 antibody (n ≥ 7 mice per group). (Welch’s t tests; **p < 0.01, ***p < 0.005).

**Type 1 innate lymphoid cells limit the antitumoral immune response**

Margaux Vienne^1^, Marion Etiennot^1^, Bertrand Escalière^1^, Justine Galluso^1^, Lionel Spinelli^1^, Sophie Guia^1^, Aurore Fenis^3^, Eric Vivier^1,2,3*^, Yann M. Kerdiles^1,*^

**Supplementary materials**

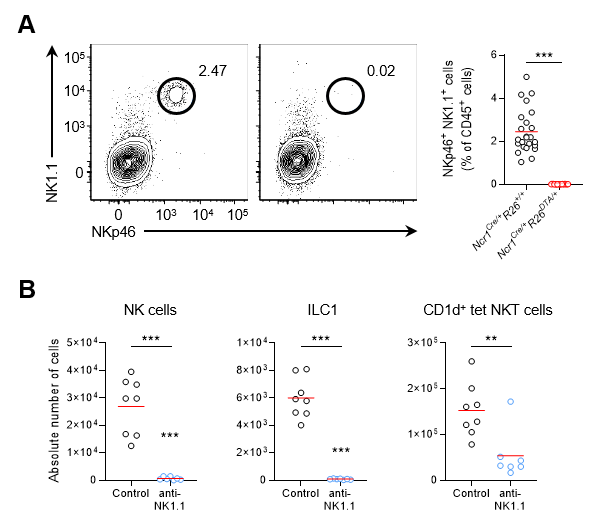

**Figure S1. The specificity of NKp46^+^ cell deficiency models**

(**A**) Blood analysis of the *Ncr1^Cre/+^R26^+/+^* and *Ncr1^Cre/+^R26^DTA/+^* mice used in Figure 1A (100 µg MCA) (*n* = 24 mice per group). (**B**) Liver analysis of C57BL/6 mice 7 days after the intravenous injection of anti-NK1.1 antibody (*n* ≥ 7 mice per group). (Welch’s *t* tests; ***p*<0.01, ****p*<0.005).

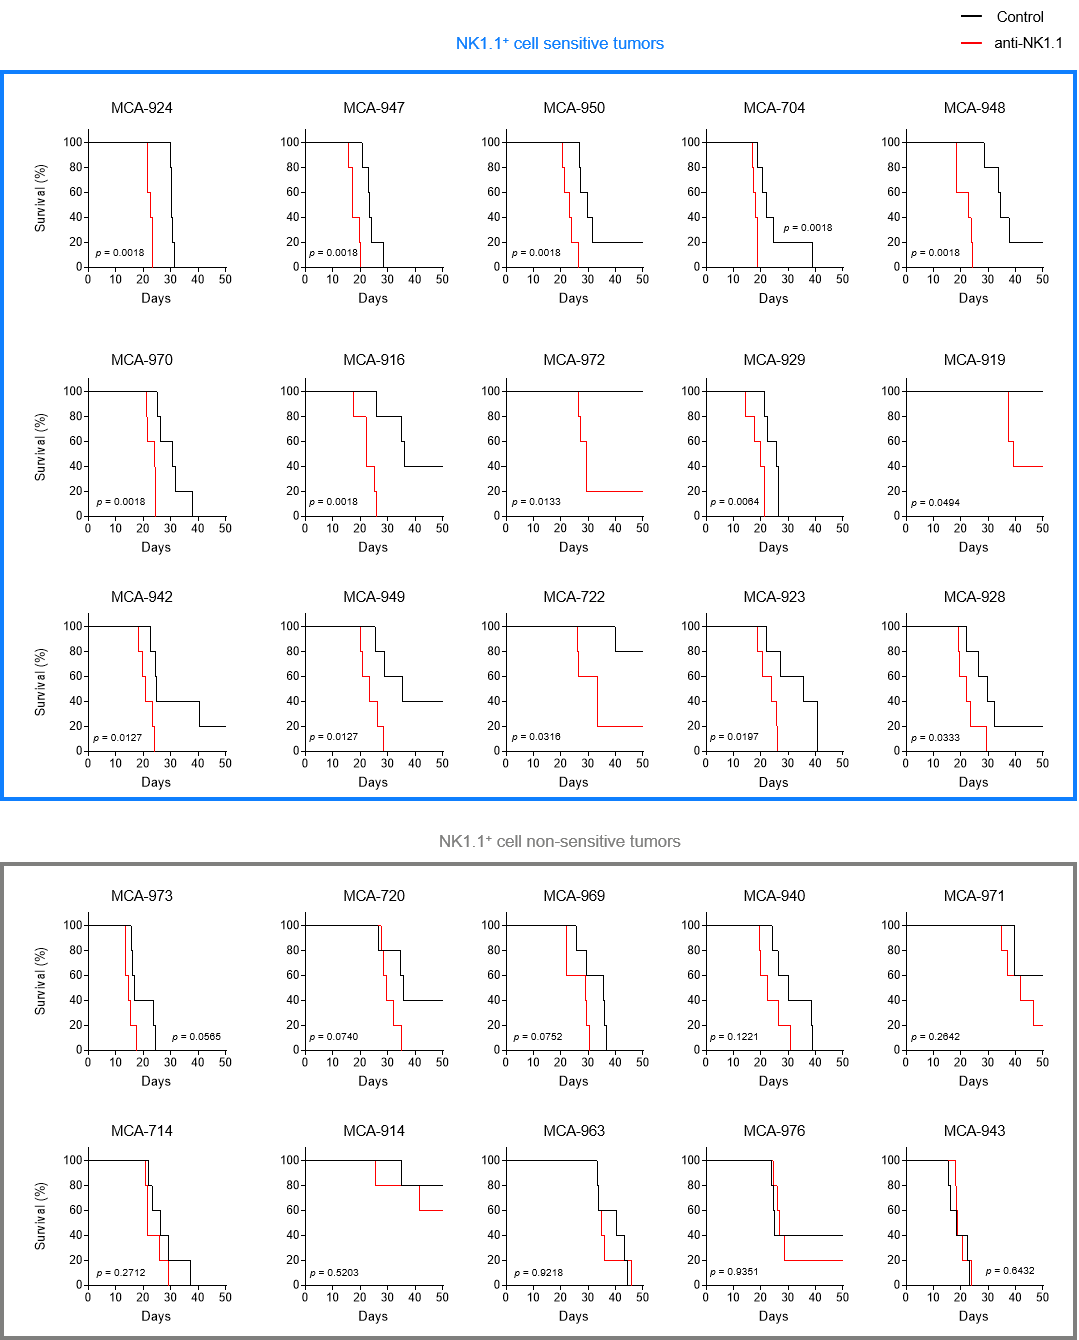

**Figure S2. Survival curves for each of the MCA-induced primary tumor cell lines tested**

Groups of 5 C57BL/6 mice were transplanted subcutaneously with MCA-induced primary tumor cell lines, with and without anti-NK1.1 depleting antibody treatment. Tumors were classified as sensitive or non-sensitive on the basis of the *p*-values of the log-rank tests for the survival curves.

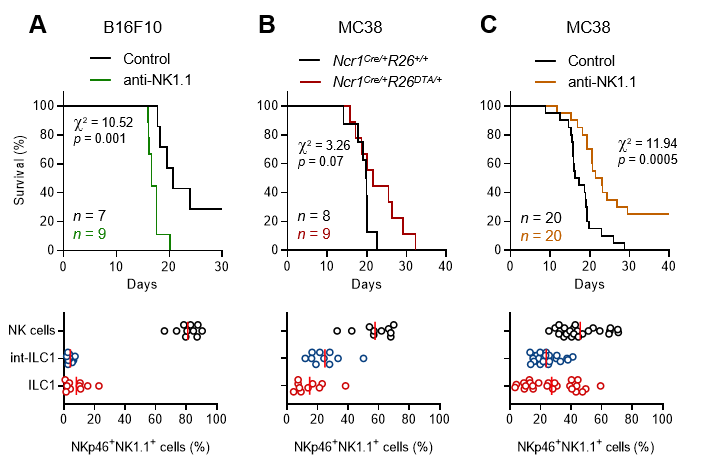

**Figure S3. Infiltration of NKp46^+^NK1.1^+^ cell subpopulations in other tumor models**

B16F10 melanoma (**A**) and MC38 adenocarcinoma (**B, C**) cell lines were subcutaneously injected into the indicated mice. Mice were killed and the tumor-infiltrating NKp46^+^NK1.1^+^ cell subpopulations were characterized when the tumors reached a volume of 1,000 mm^3^.

| **Genes upregulated in non-sensitive tumors** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Trbc2 | | **Plet1** | **Pcsk9** | Hoxa7 | Cyp27a1 | Rassf6 | **Tnfsf11** | |
| **Cdh3** | | Sh3bp5 | **Sla2** | **Car11** | Trbj2-3 | Fbxo27 | Ptprn2 | |
| Trbj2-7 | | **Nipsnap1** | Hmgcll1 | Dlx2 | Gm15767 | Nuggc | Gm44905 | |
| Pdzrn4 | | Gm10421 | **Lgals7** | **Drd4** | Fahd2a | **Slc16a4** | C430042M11Rik | |
| **Grik5** | | Klhdc8a | Scml4 | **Rasa4** | Rgs11 | **Cntnap1** | 6330403K07Rik | |
| Sh3gl3 | | Fam161a | Lrrn4cl | Zfp991 | **Ezr** | Renbp | 1700001O22Rik | |
| Sncg | | **Ifitm1** | B4galnt1 | **Erbb3** | Crabp2 | **Wnt6** | 9030617O03Rik | |
| **Fxyd1** | | Eps8l2 | Eps8l1 | **Itgb4** | Gm14137 | **Vsir** | 2310030G06Rik | |
| **Col28a1** | | **Palm3** | Acsm3 | Zfp296 | **Camk2a** | Zfp784 | Mrpl23-ps1 | |
| **Stxbp2** | | **Trpm6** | Jup | Ckb | Cdk18 |  |  | |
|  |  | |  |  |  |  |  | |
|  |  | |  |  |  |  |  | |
| **Genes downregulated in non-sensitive tumors** | | | | | | | | |
| Ndn | **Pcdhgb2** | | **Musk** | Srgap1 | **Pcdhgb7** | **Pag1** | Foxf2 | **Art3** |
| **Diras2** | **Fam189a1** | | **Arrdc4** | **Adcy2** | **Pcdh17** | Spaca1 | **Cnksr2** | **Ptx3** |
| **Ntm** | **Pcdhga5** | | Lonrf3 | Elavl2 | Gm15473 | **Adamts3** | 1700001L05Rik | |
| Cln8 | Tbc1d9 | | Eya1 | **Lypd6** | **Slc7a11** | Bend7 | 9030624G23Rik | |

**Table S1. Genes differentially expressed between sensitive and non-sensitive tumors**

List of the genes differentially expressed, as illustrated by the heatmap in Figure 6D. 

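The table names the genes behind the heatmap with the group in which each was more strongly expressed, and the genes were selected on the tumors analysed here. It lists 30 genes as downregulated in non-sensitive tumors. T-cell receptor genes are among those it lists as upregulated. Trbc2 (ENSMUSG00000076498), a constant segment on chromosome 6 from 41546730 to 41548352, was expressed at 21.8 ± 2.15 CPM (SD, n = 4) in MCA-943 and 15.6 ± 5.60 CPM (SD, n = 8) in MCA-969. In the sensitive lines it was at 5.05 ± 1.15 CPM (SD, n = 4) in MCA-972, 0.457 ± 0.179 CPM (SD, n = 6) in MCA-970 and at most 3 counts in each MCA-948 tumor. The weakest log2 fold change was 1.63 (standard error 0.26, adjusted p = 4.61e-06), between MCA-969 and MCA-972, and it was 1.53 (adjusted p = 0.000177) within the first run, which held both lines. With the run as a covariate, it was 0.35 (largest adjusted p = 0.962). The joining segments Trbj2-3 (ENSMUSG00000076494) and Trbj2-7 (ENSMUSG00000076497), at 41543223 and 41543810 on the same chromosome, differed in the same direction by at least 2.61 and 2.01 against MCA-972. In every tumor they had at most 25 counts. The summed expression of Cd3d, Cd3e, Cd3g and Trac was 1.85 ± 1.24 CPM (SD, n = 4) in MCA-943, 0.311 ± 0.148 CPM (SD, n = 8) in MCA-969, and between 0.285 and 0.387 CPM in the sensitive lines.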

The genes identified as secreted or associated with the plasma membrane by automated GO annotation are highlighted in bold typeface.

How the deposited data were processed for this re-analysis (not part of the article)

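Bulk RNA was measured in 30 tumors grown from 5 MCA-induced primary tumor cell lines, after removal of hematopoietic cells with CD45 beads. The authors aligned the reads with STAR to GRCm38 and counted them on genes with featureCounts, and the names of the counted alignments state that duplicates were removed by molecular identifiers. The paper's text does not state the strand setting or the other options of the counting. The deposited values are counts without normalization for 48440 genes, all 30 of whose sample columns were used. Gene positions and names were taken from GENCODE mouse release 21, which names 48058 of the genes; 32805 genes had at least 1 count. Totals per tumor are given with the first result, and a count of 3 per library was taken as the limit that a count of 0 allows.

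The line of each tumor was taken from the sample labels and its sensitivity from the paper. For 2 MCA-969 tumors the labels give the opposite sensitivity, and these were kept as non-sensitive. The titles carry a letter, W or a, and a code of the animal, whose meaning neither the labels nor the paper's text states; 1 title has no letter. The letters were not mapped to a condition. Library numbers form 3 runs and the index numbers 2 sets, and both were treated as possible batches. The codes did not pair the tumors.

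Counts were normalized with edgeR's TMM method and filtered by edgeR's filterByExpr with the line as group, which kept 16862 genes. A quasi-likelihood model with the line as factor was fitted robustly to all 30 tumors, with a biological coefficient of variation of 0.221, and tested in 6 comparisons of a non-sensitive with a sensitive line. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. The paper's text does not state its thresholds. The signature holds the genes called in the same direction in all 6 comparisons. The same intersection was computed for each of the 10 divisions of the 5 lines into 2 and 3, and a limma model was fitted to the means of the 5 lines. Log2 CPM values were computed with a prior count of 2. PCA used the 500 most variable genes after DESeq2's blind variance-stabilizing transformation, centred and not scaled. Tests of single values over the 5 lines were two-sided exact permutation tests, whose smallest p is 0.1. The letters were compared within the 4 lines that have both, over 26 tumors, with edgeR on genes and with 100000 permutations within lines on lists of genes. Correlations within lines were tested by exact permutation.

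The methods were tested on simulated data made from these counts. With 200 genes changed by 2 on the log2 scale, edgeR recovered 182, DESeq2 186 and limma-voom 183, with 0 calls among the other genes. In this simulation all lines had the same mean for each of the other genes. The 0 calls therefore do not measure how many signature genes arise from line differences unrelated to sensitivity. For the means of the lines, a shift of 2 was recovered in 0 of 200 genes, a shift of 4 in 127, with 7 other genes called, and a shift of 8 in 183, with 9 others. For the letters, 198 of 200 changed genes were recovered and 9 other genes were called.

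The genes named in the text follow a rule set before the data were examined: the 11 genes that the paper names in its RNAseq results, the 5 genes with the largest log2 fold change in their weakest comparison in each direction, the 5 genes with the largest absolute loadings on the component that separates the groups, the T-cell receptor genes of Table S1, and the members of 13 lists. The lists cover T cells, NK cells and ILC1, myeloid cells, all leukocytes, keratinocytes, skeletal muscle, endothelial cells, adipocytes, Schwann cells, immune suppression, ligands of NK cells, sex and the RANK pathway, and each is scored as the mean log2 CPM of its genes.

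Alternatives set before the data were examined were DESeq2, limma-voom, DESeq2's size factors, no filter on low counts, a mean of at least 1 CPM, no threshold on the fold change, a log2 fold change of at least 2, an adjusted p-value under 0.01, separate fits for each pair of lines, the run, the index set or the animal code in the model, other settings of the PCA and the correlations, and leaving out each tumor in turn. The leukocyte score and the title letter as covariates and the model on line means were added after seeing the data. No test was made on the genes that Table S1 lists as upregulated, because the copy of the table used here lists 68 of them against the paper's 83. The other experiments of the paper were not analysed here. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.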

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

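The tests in this part were chosen after the result was seen, except the count of other assignments of the letters.

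Single tumors lay far from the others of their line in 4 of 85 groups of tumors and measures, where about 4.25 arise by chance. For Tnfsf11, the gap of MCA-969 W-R to the nearest tumor was 0.600 of the range of the 8 MCA-969 tumors on the log2 scale. It held 75.8 CPM against 5.21 to 15.3 CPM in the other 7. The same tumor had the highest CPM of its line for Plet1 (35.1), Vsir (34.0) and Slc16a11 (28.9). Its total of 32514125 counts was the lowest of its line. Tnfsf11 and Plet1 remained in the signature without it and Vsir did not, at a weakest log2 fold change of 0.94. For Ntm, the gap of MCA-943 a-R was 1 times the range, since it had 1 count and the other 3 tumors had 0. On PC1, the gap of MCA-969 W-2D was 0.543 of the range of its line. The total count of MCA-972 a-1G, 40088940, was set apart by 0.830 of the range of its line, which began at 37623787. No biological explanation was tested for these tumors, since the design names no condition that sets them apart.

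Between tumors titled W and a, 45 of 16557 genes differed within lines at an adjusted p-value under 0.05, of which 35 were higher and 10 lower with W. Of 40 assignments of the letters within lines, 1, the real one, gave as many genes, and the others gave 0. The genes with the smallest p-values, chosen after their values were seen, included Klra8 (adjusted p = 1.50e-08), Gzmc (adjusted p = 5.13e-07), Gzma and Ncr1 (adjusted p = 6.16e-06 each) and Prf1 (adjusted p = 2.25e-05), all higher with W. The list of NK cell and ILC1 genes was higher with W in 4 of 4 lines, by 2.47 on the log2 scale on average, with no overlap between the letters in any of these lines (permutation p = 1e-05, the smallest that the permutations can give; adjusted p = 0.00013 over 13 lists). It was higher by 2.79 in MCA-943, with 1 tumor titled W, by 2.12 in MCA-948 and 1.34 in MCA-969 (exact permutation p = 0.0286 each, 4 tumors against 4), and by 3.63 in MCA-970 (exact permutation p = 0.1, the smallest that 3 tumors against 3 allow). A difference between the runs of libraries is argued against by MCA-970, whose 6 tumors shared 1 run and which showed the 3.63. A larger amount of all leukocytes is argued against by MCA-969, where the list of all leukocytes was lower with W, by -0.62 (exact permutation p = 0.314), although it was higher by 1.67 in MCA-943, 0.43 in MCA-948 and 1.87 in MCA-970 (mean 0.84, permutation p = 0.101), so leukocytes as a part of the difference in these 3 lines remain open. NK cells left after the removal of CD45+ cells remain a candidate explanation: all 10 genes of the list passed the filter on low counts, none is in another list or in Table S1, and 8 reached 1 CPM in a line. Gzmb, one of them, had means with W of 12.1 CPM in MCA-943, 4.89 in MCA-970, 1.26 in MCA-948 and 0.546 in MCA-969. With DESeq2 in place of edgeR, 94 genes differed. Ncr1 had a count of 0 in every tumor titled a of MCA-948, MCA-969 and MCA-970. The series description says that wild-type and NK cell-deficient mice were both used to grow the lines, and the paper transplanted lines with and without anti-NK1.1 treatment, but neither says which tumor had which recipient or treatment. What the letters stand for is not stated, and they were not assigned from these values, so no explanation by recipient or treatment was tested. The other 12 lists had adjusted p-values of 0.0601 or more, and keratinocyte genes, at -0.27, came closest.

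The difference between the letters differed between lines for 3 genes, Wnt10a, Tmem159 and Cdh11 (interaction test, adjusted p = 0.00641 each), chosen after their values were seen; 1701 genes had an unadjusted p-value under 0.05. Since MCA-943 has a single tumor titled W, its spread under that letter is not known. No biological explanation was tested.

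Transcripts of the sex chromosomes, which the paper does not discuss, separated the lines. Xist was at 551 ± 22.5 CPM (SD, n = 4) in MCA-943 and 481 CPM in MCA-972 (from 416 to 531 CPM, n = 4), and at 0.179 CPM or less in the other lines. Ddx3y was at 80.8 ± 11.8 CPM (SD, n = 8) in MCA-948, 66.3 ± 16.1 CPM (SD, n = 8) in MCA-969 and 48.9 ± 3.37 CPM (SD, n = 6) in MCA-970. In MCA-943 and MCA-972 it was at 1.58 ± 0.432 CPM and 1.61 ± 0.568 CPM (SD, n = 4 each), above the limits of 0.0906 and 0.0792 CPM that a count of 0 allows. Each group of sensitivity thus holds lines of both kinds. The sex of the animals that gave the lines is not in the labels, and no explanation was tested.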

How the results depend on the processing

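The leukocyte score and the title letter as covariates were chosen after seeing the data; all other alternatives were set before the data were examined. Leaving out each tumor in turn was also planned.

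The signature of 110 higher and 38 lower genes held 106 and 40 genes with DESeq2, 111 and 40 with limma-voom, 106 and 38 with DESeq2's size factors, 107 and 44 with no filter on low counts, 92 and 32 with an adjusted p-value under 0.01, 91 and 28 with separate fits for each pair of lines, and 99 and 33 with the index set as a covariate. It held 102 and 38 with the leukocyte score and 105 and 36 with the title letter. With each of the 30 tumors left out in turn it held from 100 to 118 and from 35 to 42, and 78 higher and 30 lower genes were in the signature in all of these fits. It fell to 70 and 25 with a mean of at least 1 CPM, where fewer genes were tested, rose to 405 and 294 with no fold change threshold, and fell to 27 and 12 with a log2 fold change of at least 2, as these thresholds imply. With the run of library numbers as a covariate it fell to 66 and 16, of which 50 and 12 were shared with the 148; the runs follow the lines, and the cause was not tested further. Of the 30 genes that Table S1 lists as lower, 29 were in the signature, 10 with a log2 fold change of at least 2, 12 with the run as a covariate, and between 27 and 30 with each tumor left out. The number of divisions of the lines with a signature as large as the real one was between 5 and 7 under all alternatives and 7 in each fit that left out 1 tumor.

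With no fold change threshold, the comparisons of MCA-943 with MCA-948, MCA-970 and MCA-972 gave 10887, 10258 and 9418 genes, and those of MCA-969 gave 10313, 10327 and 9079. With a log2 fold change of at least 2, they gave 2142, 2019 and 1988 for MCA-943 and 1543, 1172 and 1355 for MCA-969. With a mean of at least 1 CPM, the numbers were 2988 and 2790 for MCA-943 against MCA-970 and MCA-972, and 2173, 2171 and 2205 for MCA-969 against MCA-948, MCA-970 and MCA-972, where fewer genes were tested. With the run as a covariate, MCA-969 and MCA-948 differed in 2165 genes, and the cause was not tested.

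PC3 separated the groups under every alternative of the PCA and without any 1 tumor. Its share of the variance was 16.4% with all genes past the filter and 19.4% with log2 CPM, and from 15.3% to 19.7% across the 30 fits that each left out 1 tumor; the cause was not tested. The lowest correlation within lines exceeded the highest between lines in all settings tried. The gap was 0.00404 with log2 CPM, 0.103 with the 500 most variable genes, and from 0.00104 to 0.0143 across the fits that left out 1 tumor, the largest without MCA-969 W-2D. Between the letters, 94 genes differed with DESeq2, and the cause was not tested.

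Of the paper's genes, Tnfsf11, Vsir, Pcdhga5, Ntm and Musk left the signature with the run as a covariate, Tnfsf11 and Musk with the index set, Tnfsf11 and Pcdhga5 with an adjusted p-value under 0.01, and Pcdhga5 with the leukocyte score (-0.99). With a log2 fold change of at least 2, Tnfsf11, Ifitm1, Vsir, Pcdhga5, Pcdhgb7, Pcdh17, Ntm and Musk left it. Over the 26 named genes and these settings, 405 results were recomputed: 366 kept their direction and their side of the thresholds, 33 were no longer called, 6 were newly called and 0 reversed. The 6 new calls were of Rasa4 and Acan. The replicate codes of the titles were used as a block. They did not pair the tumors: residuals of tumors with the same code had a median correlation of 0.0248 over 29 pairs, from -0.43 to 0.411, against -0.00665 over 323 pairs with different codes. With this block, 87 higher and 32 lower genes were in the signature, 79 and 29 of them shared with the 148, and Tnfsf11, Vsir, Pcdhga5 and Trbj2-7 were not, with largest adjusted p-values of 0.0914, 0.0373, 0.0889 and 0.148; these pairing results are not read as weaker effects. Depth limits Ntm, Gm10421, Spaca1, Eya1, Msln, Acan, Trbc2, Trbj2-3 and Trbj2-7, which had at most 3 counts in every tumor of at least 1 line, so folds against those lines are given only as lower bounds.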

Differences from the paper's values

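The paper's numbers of genes in the signature, 83 higher and 30 lower in non-sensitive tumors, and its share of 21% for PC3 lay within 1.5 times the values found here, 110, 38 and 17.9%.

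The paper gives Plet1 as the gene with the highest loading on PC3, whereas here its loading of 0.123 was the third, after those of Krt8 (0.162) and Msln (0.134). It was first in the 4 fits that each left out 1 MCA-943 tumor and in none of the other settings of the PCA, and it fell to rank 7 without MCA-969 W-2D and to 13 without MCA-969 W-R.

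The paper counts Rasa4 among the upregulated genes. Here its log2 fold change between MCA-969 and MCA-972 was 0.96, under the threshold of 1. It was called without a fold change threshold, with the run as a covariate (1.06), without MCA-969 a-R, MCA-969 W-2D or MCA-972 a-R, and with the leukocyte score as a covariate (1.02), which was chosen after seeing the values.

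Table S1 also lists Slc16a4 and Camk2a as upregulated, with weakest log2 fold changes of 0.90 and 0.98 here, and Drd4 and Acsm3, which did not pass the filter on low counts. Slc16a4 was called without a fold change threshold, with the run or the index set in the model, and with the title letter as a covariate, which was chosen after seeing the values. Camk2a was called with limma-voom, with a mean of at least 1 CPM, without a fold change threshold and in 5 of the 30 fits that left out 1 tumor. Drd4 and Acsm3 were called with no filter on low counts, and Drd4 also in 1 of the 30 fits. The table lists Adcy2 as downregulated, whereas its weakest log2 fold change was -1.14 here (largest adjusted p = 0.0921), and it was called with the index set as a covariate and in 1 of the 30 fits that left out 1 tumor. The names Gm44905 and 9030617O03Rik were not found among the gene names used here.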

Other observations

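The count of other divisions of the lines and of the tumors was set before its results were seen. The model on line means was added after seeing the data, and all other tests in this part were chosen after the result was seen.

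Of the 10 divisions of the 5 lines into 2 and 3, 7 gave a signature as large as that of the sensitive and non-sensitive lines, whose 148 genes lay below the median of 169.5. The 5 lines cannot give a share under 0.1, so the division by sensitivity and an arbitrary one cannot be told apart from this count. With the means of the 5 lines as units in limma, 0 genes had an adjusted p-value under 0.05 (smallest 0.779) and 522 genes, 3.10% of those tested, had an unadjusted p-value under 0.05, of which 145 were in the signature. This test could find large shifts, since it recovered 127 of 200 simulated shifts of 4 on the log2 scale, but 0 of 200 of 2. These values are consistent with differences between lines that are unrelated to sensitivity as a source of a signature of this size. A part that follows sensitivity, including the genes the paper names, remains open, as lines rather than tumors would have to be added to test it.

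The tumors of 2 lines differed by more than other divisions of the same tumors. In separate fits of each pair, 1 of 50 divisions, the real one, gave as many genes for MCA-943 and MCA-948, 1 of 50 for MCA-943 and MCA-970, 1 of 35 for MCA-943 and MCA-972, 1 of 50 for MCA-969 and MCA-948, 1 of 50 for MCA-969 and MCA-970, and 1 of 50 for MCA-969 and MCA-972. The largest number from another division was 1027, for MCA-969 and MCA-970, against 3022 for the real one. These numbers show that lines differ, not that the differences follow sensitivity.

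The separation of the groups on PC3 may reflect 5 lines placed on 4 axes, which separate most splits of 2 lines from 3. PC1 to PC4 held 93.6% of the variance, and 6 of the 10 divisions of the lines into 2 and 3 were separated on one of these axes, that by sensitivity included. A relation of PC3 with sensitivity remains open.

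The clustered protocadherins in the signature may likewise reflect the choice of different cluster members by each line, unrelated to sensitivity. Of the other 9 divisions of the lines, 8 also held clustered protocadherins, and 4 of the 10 divisions, the real one included, held at least 3. Reads shared between members of a cluster were not tested, as the counts do not separate them. Pcdh17, outside the clusters, is not covered by this test.

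The MCA-969 tumors W-1D and W-2D, which the labels give as sensitive, correlated most with the other tumors of their line, at 0.984 and 0.975 on average. The smaller gap to the closest sensitive line was 0.0204, which argues against exchanged samples. Of the 83 pairs of tumors within lines, none differed by as little as counting noise, with a chi-square per degree of freedom from 14.5 to 249. The line MCA-943 has the label Ncr1Cre for its mouse strain and the other 4 lines have Ncr1Cre R26DTA.

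Residual leukocytes were weighed as a source of the higher genes. The score of all leukocytes was 2.85 ± 1.25 (SD, n = 4) in MCA-943 and 0.04 ± 0.71 (SD, n = 8) in MCA-969. In MCA-969 it was lower than in the lowest sensitive line by -1.19 on the log2 scale, which argues against leukocytes for Vsir in that line. In MCA-943, the lowest log2 fold change of Vsir was 1.97 and that of Trbc2 1.95 with the leukocyte score as a covariate, against 1.99 and 2.11 without it, while that of Ptprc moved from 0.80 to -0.995. Of the 110 higher genes, 94 stayed in the signature with this covariate. All 6 genes of the list passed the filter, and none is in another list, in Table S1 or in the signature; the most abundant was Cd53, at 19.1 CPM in MCA-943. For Trbc2 in MCA-969, T cells are argued against by the summed expression of Cd3d, Cd3e, Cd3g and Trac, which was lower than in the highest sensitive line by -0.0763 CPM while Trbc2 reached 15.6 CPM. Transcription of this locus by the tumor cells was not tested.

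Between non-sensitive and sensitive lines, 2 of the 13 lists reached the smallest possible p of 0.1: keratinocyte genes, at 0.86 on the log2 scale, and Schwann cell genes, at 0.41 (exact permutation test, adjusted p = 0.65 each). The difference was 0.59 for T cells, 0.60 for NK cells and ILC1, -0.87 for myeloid cells, 0.07 for all leukocytes, 0.13 for skeletal muscle, -0.35 for endothelial cells, -0.06 for adipocytes, 0.52 for ligands of NK cells, -0.05 for the sex genes and -0.68 for the RANK pathway, with exact p-values from 0.2 to 0.9. The RANK list held only Tnfrsf11a and Tnfrsf11b. The sex list averaged Xist with Ddx3y, Kdm5d, Eif2s3y and Uty, which moved in opposite directions between lines. The ligand list averaged genes such as Ulbp1 and Pvr with H2-K1, H2-D1 and B2m. The signs of the RANK, sex and ligand scores therefore give no direction for a pathway. Past the filter on low counts were 8 of 14 keratinocyte genes, 4 of 6 Schwann cell genes, 7 of 12 T cell genes and 1 of 6 adipocyte genes. In each of the Schwann cell, T cell and adipocyte lists, only 1 gene reached 1 CPM in a line. These scores therefore rest largely on genes with few counts. Only Ido1 among the genes of the 13 lists was in the signature. Within lines of at least 6 tumors, 18 correlations of named genes with these lists were computed. With Pearson's r, 0 had an adjusted p-value under 0.05 (lowest 0.583) and 0 an unadjusted one. With rank correlations, 0 had an adjusted p-value under 0.05 (lowest 0.825) and 1 an unadjusted one, that of Plet1 with the keratinocyte list in MCA-948 (rho 0.738, n = 8, exact permutation p = 0.0458).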
